# High-throughput analysis of hematopoietic stem cell engraftment after intravenous and intracerebroventricular dosing

**DOI:** 10.1016/j.ymthe.2022.05.022

**Published:** 2022-05-25

**Authors:** Robert N. Plasschaert, Mark P. DeAndrade, Fritz Hull, Quoc Nguyen, Tara Peterson, Aimin Yan, Mariana Loperfido, Cristina Baricordi, Luigi Barbarossa, John K. Yoon, Yildirim Dogan, Zeenath Unnisa, Jeffrey W. Schindler, Niek P. van Til, Luca Biasco, Chris Mason

**Keywords:** hematopoietic stem cells, microglia, autologous transplant, gene therapy, lentiviral vector, Parkinson’s disease, frontotemporal dementia, neurodegenerative disease, single cell analysis, hematopoiesis

## Abstract

Hematopoietic stem/progenitor cell gene therapy (HSPC-GT) has shown clear neurological benefit in rare diseases, which is achieved through the engraftment of genetically modified microglia-like cells (MLCs) in the brain. Still, the engraftment dynamics and the nature of engineered MLCs, as well as their potential use in common neurogenerative diseases, have remained largely unexplored. Here, we comprehensively characterized how different routes of administration affect the biodistribution of genetically engineered MLCs and other HSPC derivatives in mice. We generated a high-resolution single-cell transcriptional map of MLCs and discovered that they could clearly be distinguished from macrophages as well as from resident microglia by the expression of a specific gene signature that is reflective of their HSPC ontogeny and irrespective of their long-term engraftment history. Lastly, using murine models of Parkinson’s disease and frontotemporal dementia, we demonstrated that MLCs can deliver therapeutically relevant levels of transgenic protein to the brain, thereby opening avenues for the clinical translation of HSPC-GT to the treatment of major neurological diseases.

## Introduction

Hematopoietic stem/progenitor cell gene therapy (HSPC-GT) is a well-established paradigm for treating monogenic diseases, with more than 300 patients currently dosed.^1^, ^2^, ^3^, ^4^ Clinical applications of HSPC-GT include treatments of inherited immune deficiencies (e.g., X-linked severe combined immunodeficiency [SCID-X1], adenosine deaminase [ADA]-SCID, Wiskott-Aldrich syndrome), blood disorders (e.g., sickle cell disease, transfusion-dependent beta-thalassemia, X-linked chronic granulomatous disease), and lysosomal storage disorders (e.g., Hurler syndrome, Hunter syndrome, Fabry disease).^5^, ^6^, ^7^, ^8^, ^9^, ^10^, ^11^, ^12^, ^13^ In general, a patient’s bone marrow cells are mobilized and collected from the periphery, and HSPCs are isolated and transduced *ex vivo* with a lentiviral vector carrying a therapeutic payload. The genetically engineered cells are then intravenously infused back into the patient after a conditioning regimen using a myeloablative agent, such as busulfan. In mice, non-human primates, and humans, gene-modified HSPCs can engraft long term throughout the body, including within the hematopoietic compartment as cells of the bone marrow and blood, within the peripheral organs as tissue-resident macrophages, and within the brain and spinal cord as microglia-like cells (MLCs).^14^, ^15^, ^16^, ^17^

The migration of genetically engineered cells across the blood-brain barrier and their engraftment within the brain parenchyma is key to HSPC-GT’s ability to address neurological dysfunction. The conditioning agent regimen is thought to cause a partial depletion of microglia that can be repopulated by genetically modified MLCs that produce a therapeutic protein.^18^ These MLCs can secrete this therapeutic protein and thereby provide a local source for uptake by neighboring cells, such as neurons, astrocytes, and oligodendrocytes. Late-stage HSPC-GT clinical trials for metachromatic leukodystrophy (MLD) and cerebral adrenoleukodystrophy (CALD) have demonstrated halting of expected CNS-related disease progression, with most patients being free of severe motor and cognitive dysfunction.^19^, ^20^, ^21^ The fact that HSPC-GT can address the neurological symptoms of rare genetic diseases supports its possible translation to more common neurodegenerative disorders, such as Parkinson’s disease and dementia.

Still, a wider application of HSPC-GT to neurological diseases requires a deeper understanding of the nature and dynamics of genetically engineered MLCs and their engraftment in the brain. Unknowns include the extent and durability of MLC engraftment within the CNS, the effect of different routes of HSPC administration on MLCs, and the comparability of gene-modified MLCs to endogenous microglia. In the present study, we have addressed these key questions in preclinical murine models of HSPC-GT and demonstrated that this platform can provide expression of a transgene at potentially therapeutic levels throughout the periphery and the brain in two mouse models of neurodegenerative disease.

## Results

### Biodistribution of HSPC-GT-derived cells after intravenous (i.v.) and intracerebroventricular (i.c.v.) administration

Works in murine disease models have shown evidence of engraftment and functional rescue in the periphery and the brain after HSPC-GT using i.v. administration.^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^ Additionally, it has been shown that i.c.v. administration of genetically engineered HSPCs directly into the brain results in widespread engraftment of cells with many characteristics of endogenous microglia.^18^ However, the extent of engraftment and durability of HSPC-derived cells in the brain and how the route of administration effects the nature of engrafted cells are still poorly understood. To shine light on these crucial aspects, we performed a comprehensive animal biodistribution study following i.v., i.c.v., or a combination of i.v. and i.c.v. dosing of genetically engineered HSPCs into C57BL/6J mice after busulfan conditioning (Figure 1A).

**Figure 1:**
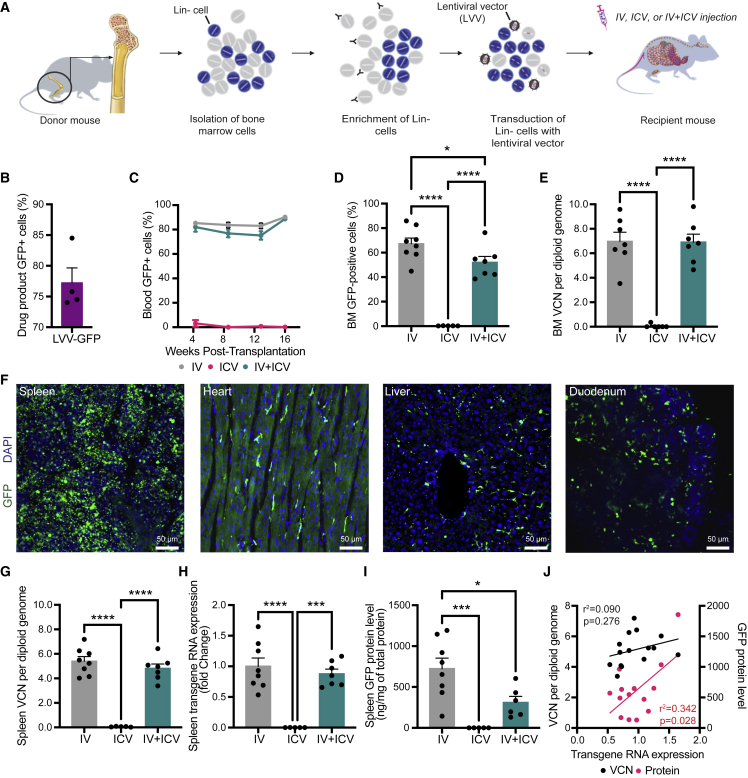
Peripheral engraftment HPSC-derived cells following administration via i.v., i.c.v., or i.v. + i.c.v. (A) Total bone marrow cells were isolated from donor mice, enriched for lineage-negative (Lin-) hematopoietic stem/progenitor cells, and then transduced with a lentiviral vector (LVV.GFP). Busulfan-conditioned recipient animals received cell doses via i.v., i.c.v., or both (i.v. + i.c.v.). (B–D) Flow cytometry for GFP was performed on the transduced Lin-drug product, at 4 week intervals on peripheral blood, and on the bone marrow (BM) at necropsy (16 weeks post-transplantation). (E) Vector copy number (VCN) in the BM was determined by qPCR. (F) Peripheral organs were harvested, fixed, sectioned, and GFP-positive cells were observed in all organs examined for all i.v.-dosed animals examined, including the spleen, heart, liver, and duodenum. No such engraftment was observed in any animals dosed via i.c.v. alone. (G–I) VCN, transgene RNA expression, and GFP protein levels were measured in spleens from each treatment group at 16 weeks post-treatment. (J) Correlation analysis between splenic levels of RNA and VCN (black dots and bar) and splenic levels of RNA and protein (red dots and bar) for animals that received doses by i.v. or i.v. + i.c.v. Bars represent means ± standard error of the mean (SEM), ∗ represent p < 0.05, ∗∗∗ represent p < 0.001, and ∗∗∗∗ represent p <0.0001. Closed circles in each graph represent individual data points. For (C)–(E) and (G)–(I), a one-way ANOVA with Tukey’s multiple post-hoc comparison test was conducted. For (J), the Pearson correlation coefficient for each correlation is shown.

Lineage negative (Lin-) HSPCs were isolated (Figures S1A and S1B) and transduced with a lentiviral vector encoding GFP (LVV.GFP) at greater than 74% transduction efficiency (range: 74.0%–84.5% GFP-positive cells; Figure 1B) and approximately 6 copies of integrated vector per genome (Figure S1C). No changes to the proliferative potential of the drug product were observed after transduction, as measured using the colony-forming unit assay Figure S1D). Recipient animals received 4 days of 25 mg/kg/q.d. (cumulative dose of 100 mg/kg) of busulfan prior to cell administration and lost 10%–15% of their bodyweight, which was rapidly regained post-treatment (Figure S1E). As expected, robust chimerism of all major cell types in the peripheral blood and bone marrow was observed in animals that received an i.v. dose of genetically engineered HSPCs but not in animals that only received genetically engineered HSPCs via i.c.v. (Figures 1C–1E and S2). Similarly, engraftment of cells throughout the peripheral organs was limited to animals that received an i.v. dose (Figure 1F). In the spleen, we detected integrated vector (Figure 1G), transgene expression (Figure 1H), and GFP protein expression (Figure 1I) at 16 weeks after infusion only in animals that received cells via an i.v. dose. As expected, we observed a significant correlation between the levels of GFP transcript and total amount of GFP protein in the periphery, though this correlation was not significant between vector copy number (VCN) and RNA (Figure 1J).

Within the brain, all three routes of administration led to widespread engraftment of GFP-positive cells throughout the rostral-caudal axis, including the cortex, hippocampus, choroid plexus, thalamus, and cerebellum. Qualitatively, we observed widespread engraftment at 16 weeks post-transplantation (Figures 2A and 2B) and then again at 12–13 months (Figure S3A). At 16 weeks, 78%–89% of GFP-positive (GFP+) cells from all routes of administration co-expressed the microglial marker Iba1 (i.v.: 78.40% ± 3.30%; i.c.v.: 88.67% ± 2.78%; i.v. + i.c.v.: 81.57% ± 3.20%; Figure 2C). No significant differences in GFP+ cell engraftment was observed across the rostral-caudal axis for all routes of administration (Figure S4). Strikingly and in contrast to previous reports,^18^ we observed a significant difference in the level of engraftment between the i.v. and i.c.v. routes of administration. Animals dosed by i.v. alone had an average of 19.02% (range: 13.04%–25.44%) GFP+ engraftment in the microglia compartment compared with an average of 5.71% (range: 1.87%–8.26%) in animals dosed by i.c.v. alone (Figure 2D). Animals dosed using both routes of administration (i.v. + i.c.v.) had a similar level to animals dosed only via i.v. (range: 14.98%–26.64%; mean: 19.35% ± 1.57%; Figure 2D). Measurements of VCN per diploid genome (Figure 2E), transgene expression (Figure 2F) and GFP protein levels in the whole brain (Figure 2G) corroborated this difference in engraftment between i.v. and i.c.v. dosing. Statistically significant correlations were found between VCN, mRNA, and protein associated with the GFP transgene in the brain (Figure 2H). Of note, we observed a general lack of correlation of biodistribution metrics (VCN, mRNA, protein) in the peripheral tissues and the brain, consistent with previous clinical and preclinical reports^15^^,^^20^^,^^29^ that engraftment in these two compartments are independent events that occur from separate cell populations derived from the drug product (Figure S5).

**Figure 2:**
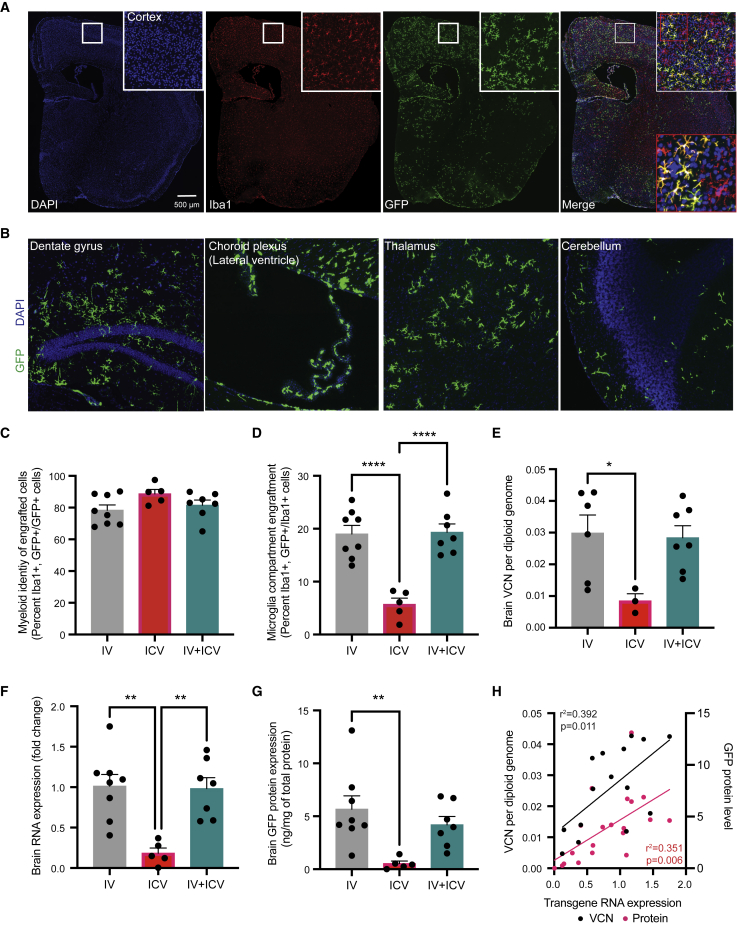
Engraftment of MLCs in the brain following different routes of administration of genetically engineered HSPCs (A) Representative image of a coronal slice from an i.v.-dosed animal visualizing Iba1, DAPI, and GFP at 16 weeks post-transplantation. Top right insert surrounded by white box is a digital magnification of a region of the primary motor cortex from the whole brain. Bottom right insert surrounded by red box is a magnification of the image in the white box. (B) Representative images from an i.v.-dosed animal at 16 weeks post-transplantation with GFP-positive cells located throughout the rostral-caudal axis of the brain, including the hippocampus, choroid plexus, thalamus, and cerebellum. (C) Quantification of GFP-positive engrafted cells that express the myeloid marker Iba1. (D) Quantification of Iba1+ cells that expressed GFP. (E–G) Quantification of integrated vector into the genome (VCN) via qPCR, transgene RNA expression via qRT-PCR, and GFP protein levels via ELISA in the brain for all treatment groups. (H) Correlation analysis of transgene RNA expression and VCN and transgene RNA expression and protein levels. Error bars represent means ± SEM, ∗ represent p < 0.05, ∗∗ represent p < 0.01, and ∗∗∗∗ represent p <0.0001. For (C)–(G), Tukey’s multiple post-hoc comparison test was conducted. For (H), the Pearson correlation coefficient for each correlation is shown.

### Single-cell transcriptional characteristics of HSPC-derived MLCs

The characteristics of HSPC-derived MLCs that engraft in the brain and their equivalence to microglia, which are derived from the embryonic yolk sac, remain contentious. Differences in the source of bone-marrow-derived progenitors (e.g., the bone marrow compartment versus an administered cell bolus), the nature of cell recruitment (e.g., native signaling versus induction from microglial ablation), and the state of the brain (e.g., healthy versus active disease) all influence MLCs and how they might compare to *bona fide* microglia. While transcriptional signatures that separate HSPC-derived MLCs and microglia have been described broadly, the single-cell heterogeneity of these populations and a high-resolution characterization of these differences in HSPC-GT have remained uncovered to date. Similarly, the comparison of transcriptional signatures of long-term engrafted MLCs that engraft via migration from the periphery (i.v. dosed) versus those that directly administered to the brain (i.c.v. dosed) has not been described.

To address these aspects, we combined cell sorting with high-throughput single-cell RNA sequencing (scRNA-seq) to characterize long-term engrafted MLCs and endogenous microglia from the same animals. We isolated endogenous microglia (GFP-negative [GFP-]) and MLCs (GFP+) from enzymatically dissociated whole brains by fluorescence-activated cell sorting (FACS) based on the expression of cell surface markers (Cd45+, Cd11b+, Cx3cr1+) from one male and one female mouse 12–13 months after either i.v. or i.c.v. administration of HSPCs (Figures S3B–S3G). 

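The 8 datasets came from 4 mice, and each dataset was 1 library holding the cells of 1 sort from 1 mouse. GFP+ MLCs and GFP- endogenous microglia were thus each measured in 4 mice, 1 female and 1 male per route. The paper gives 12 to 13 months after dosing, whereas the sample labels give ages of 22 to 28 weeks for these mice, and the counts do not settle which holds. Droplet-based 3-prime libraries were sequenced, and the authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted on each gene in each cell barcode, without normalization. Barcodes with at least 200 detected genes and at most 10% mitochondrial UMIs were kept, which left 84.5% to 93.9% of the barcodes of each of these libraries and 13.6% to 51.0% of those of the treatment-naive libraries. The kept cells held 8835197 to 16514669 UMIs per library in the GFP+ sort (median 10387183) and 4970758 to 8105756 in the GFP- sort (median 7151615.5). The median number of UMIs per cell was 3499 in the GFP+ library of the i.v.-dosed female and 1058 to 1307.5 in the other GFP+ libraries, and it was 842 to 1034 in the GFP- libraries. Because of this difference in depth, shares of cells with a transcript were taken after 500 UMIs had been drawn at random from every cell. Shares of cells with several markers of a cell type were taken at the cells' own depth. Each share of a single library has a 95% exact (Clopper-Pearson) confidence interval, which covers counting error only. Cells of 1 mouse are not independent replicates, so UMI counts were summed per library before groups were compared. Summed counts were normalized by edgeR's TMM method, are given in CPM, and were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called differentially expressed. Comparisons between routes or between sexes within a sort rest on 2 libraries per group and take their estimate of the spread from all 8 libraries. Comparisons of the sorts in the mice of 1 route alone also rest on 2 libraries per group, and take it from the 4 libraries of that route only. The files list genes by symbol and Ensembl identifier, and gene positions are given on GRCm38, whose annotation holds 31011 of the 31054 listed features.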

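The filter kept 27439 of the 31104 deposited barcodes of the 8 libraries, with 2266 to 3536 GFP+ cells and 2675 to 4555 GFP- cells per library. The sort was checked against the EGFP transgene, which the files list as Vectorinsert01 and which has no position in the genome. EGFP reached 28.3 ± 7.23 CPM (SD, n = 4 libraries) in the GFP+ sort and 0.0922 ± 0.0618 CPM (SD, n = 4) in the GFP- sort, a log2 fold change of 7.96 (standard error 0.38, adjusted p = 1.77e-05 from edgeR's quasi-likelihood test). At 500 UMIs per cell, an EGFP UMI was found in 1.13% ± 0.396 (SD, n = 4) of GFP+ cells and in 0.0112% ± 0.0130 (SD, n = 4) of GFP- cells, which should lack the transgene. At the cells' own depth, the shares were 7.59% ± 2.73 and 0.0173% ± 0.0116 (SD, n = 4 each), so most GFP+ cells showed no EGFP UMI at the median depths given above.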

After sequence processing and data analysis, we obtained a total of 29,085 individual scRNA profiles across the eight combined datasets for MLCs and endogenous microglia. 

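The comparator cell populations of the treatment-naive mouse were measured in 1 library each, so their values carry no replicate error. The sample labels give an age of 8 to 12 weeks for this mouse, where the paper gives 12 weeks. The filter kept 1274 microglia (median 425 UMIs per cell), 575 neurons (median 6937), 1146 astrocytes (median 3395) and 341 PBMCs (median 6875), for 30775 cells in the 12 libraries. Cell types were checked with lists of marker genes fixed before the data were examined, by the share of cells with UMIs of at least 3 markers of a list. In the microglia library, 88.6% (95% exact interval 86.7% to 90.3%) of the cells passed for microglia, and in the astrocyte library 95.9% (94.6% to 97.0%) passed for astrocytes. Of the PBMCs, 39.0% (33.8% to 44.4%) passed for monocytes, 37.5% (32.4% to 42.9%) for B cells and 8.50% (5.77% to 12.0%) for neutrophils. In the library sorted as neurons, 96.2% (94.3% to 97.6%) of the cells passed for oligodendrocytes and 0.522% (0.108% to 1.52%) for neurons. By the same oligodendrocyte markers, 0.880% (0.182% to 2.55%) of the PBMCs, which should lack them, passed.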

We also generated comparator datasets from a 12-week-old, treatment-naive C57BL/6J animal for several cell populations: microglia (Cd45+, Cd11b+, Cx3cr1+), neurons (Cd45-, Thy1+, Acsa2+), astrocytes (Cd45-, Thy1-, Acsa2+), and peripheral blood mononuclear cells (PBMCs; Figure 3A). By t-stochastic neighbor embedding (tSNE) dimensionality reduction of the most variable genes, we observed that MLCs are in distinct but neighboring clusters to endogenous microglia (Figures 3B, 3C, and S6). 

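Separation was also measured without cluster borders, as the share of GFP+ cells among the 20 nearest neighbors of each cell, with neighbors taken only from the other 3 mice. Neighbors were sought in the first 30 principal components of 2996 variable genes, from which EGFP and 6 sex-linked genes had been left out, with 2000 cells drawn per library. The share was 83.0% ± 6.09 (SD, n = 4 libraries) for GFP+ MLCs, with libraries from 73.9% to 86.8%, and 14.4% ± 8.21 (SD, n = 4) for GFP- endogenous microglia, with libraries from 8.25% to 26.5%. Every GFP+ library lay above every GFP- library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The difference of 68.6 points moved most when the genes called differentially expressed between the sorts were left out, which left 1866 genes and shares of 74.6% ± 7.50 and 21.7% ± 6.59 (SD, n = 4 each), a difference of 52.9 points.

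**Figure D1:**
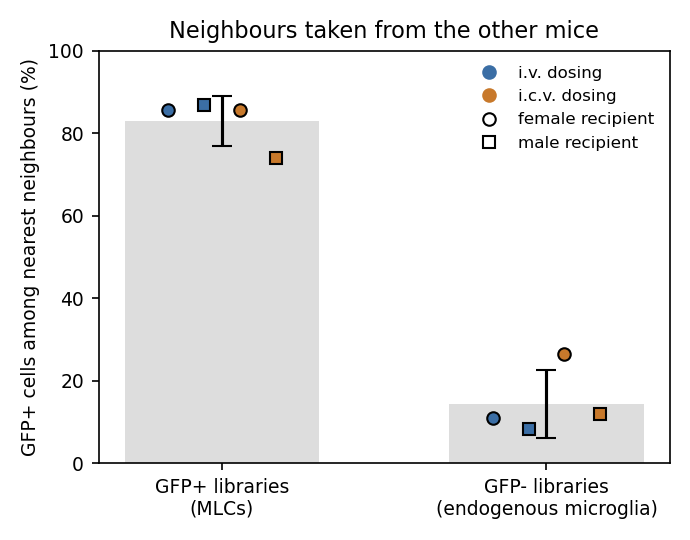
Share of GFP+ cells among the nearest neighbors from other mice, in percent, by sort; bars show the mean of 4 libraries, error bars the SD, and points the single libraries. The GFP+ libraries sit between 73.9% and 86.8% and the GFP- libraries between 8.25% and 26.5%.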

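For all sample types together, 300 cells were drawn per library and nearest neighbors were sought over 1997 variable genes. PBMCs, the library sorted as neurons and astrocytes had most of their neighbors in their own library, with shares of 91.9%, 97.2% and 92.1%, and 6.40% of the neighbors of PBMCs were GFP+ MLCs. When a library's own cells were excluded as neighbors, the neighbors of PBMCs were GFP+ MLCs in 68.9%, GFP- endogenous microglia in 16.0% and treatment-naive microglia in 15.1%. The 229 PBMCs with at least 3 UMIs of monocyte markers had 74.4% GFP+ MLCs among these neighbors, and the other 71 PBMCs had 51.1%. This limit is looser than that of at least 3 different markers, which 39.0% of PBMCs passed, so cells other than monocytes may be among the 229. With their own library excluded, cells without a like type elsewhere are still given neighbors, so these shares are not a measure of likeness to MLCs. Under the same exclusion, treatment-naive microglia had 68.3% GFP- endogenous microglia and 30.95% GFP+ MLCs among their neighbors.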

The majority of PBMCs, neurons, and astrocytes occupied largely distinct single-cell clusters compared with microglia and MLCs except, notably, a population of PBMC circulating monocytes, which cluster with MLCs. Hierarchical clustering analysis confirmed that MLCs are similar to endogenous microglia and share higher similarity with bone-marrow-derived PBMCs than with neurons and astrocytes (Figures 3D and 3E). 

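Over the 11522 genes with at least 10 CPM in any sample type, the correlation across genes of log2(CPM + 1) between MLCs and endogenous microglia was 0.965 (Pearson's r). Genes are not independent replicates, so no test was made. MLCs reached r = 0.934 with treatment-naive microglia, 0.833 with PBMCs, 0.421 with the library sorted as neurons and 0.315 with astrocytes. The gap between PBMCs and the nearer of the other types was 0.412 for the mean of the MLC libraries and ranged from 0.340 to 0.452 in the single MLC libraries (SD 0.0511, n = 4). With a minimum of 1 CPM, which admitted 16276 genes and moved the gap most, it was 0.252. Average-linkage clustering joined MLCs first with the 2 microglia types and then with PBMCs, under a minimum of 10 or 1 CPM, with Spearman's correlation and with all deposited barcodes.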

We then directly compared the normalized levels of individual transcripts in all GFP+ MLCs with that of their endogenous GFP- microglia counterparts to assess the degree of similarity between these two populations. We observed a strong correlation across most transcripts (Figure 3F; adjusted R^2^ = 0.9071), supporting the notion that the transcriptome of HSPC-derived MLCs are distinguishable but largely similar to that of endogenous microglia.

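Mean SCT-normalized expression of GFP- cells was regressed on that of GFP+ cells over 16600 genes, which gave an adjusted R2 of 0.8996. Between single libraries of different sorts, the adjusted R2 lay between 0.7348 and 0.9404 (median 0.8673, 16 pairs). Between GFP+ libraries it lay between 0.878 and 0.976 (median 0.9377, 6 pairs) and between GFP- libraries from 0.9074 to 0.9936 (median 0.9449, 6 pairs), so the ranges within and between the sorts overlapped. The choice of expression measure moved the pooled value most, to 0.9619 with log2(CPM + 1) of the summed counts. From the correlation across transcripts, the paper reasons that the transcriptome of MLCs is distinguishable from that of endogenous microglia but largely similar to it.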

**Figure 3:**
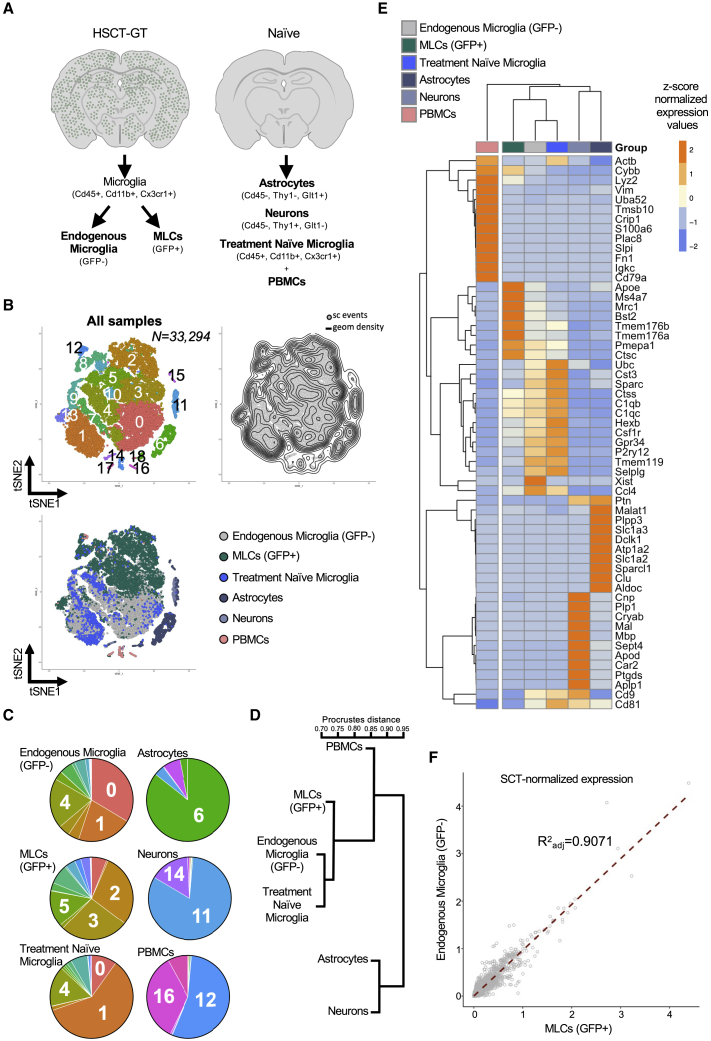
Single-cell comparison of MLCs, endogenous microglia, PBMCs, neurons, and astrocytes (A) MLCs and endogenous microglia were isolated via enzymatic digestion, FACS purified, and then single-cell sequenced from i.v.- and i.c.v.-dosed male and female animals. PBMCs, neurons, astrocytes, and microglia were similarly isolated from a treatment-naive animal. (B) Global tSNE plot generated from a total of 33,294 cells (n = 5 mice; 12 samples). The plot on the left shows the Louvain clustering (resolution 0.4), while the plot on the right shows the density of single-cell events on the map. (C) Pie charts showing the cluster breakdown by sample, with labels showing the top represented clusters for each sample type. Seven MLC-enriched clusters (2–5, 8, 10, 12, 13, 15), 5 microglia-enriched clusters (0, 1, 4, 7, 9), 1 neuron cluster (11), 1 astrocyte cluster (6), and 4 PBMC clusters (14, 16–18) were identified. (D) Unsupervised clustering based on the global expression profile of each sample type. (E) Heatmap showing top 10 differentially expressed genes for each sample type. Dendrogram at the top shows samples clustering based on expression profiles of these genes. (F) Correlation analysis of endogenous microglia versus MLCs based on normalized single-cell gene-expression data.

We then analyzed in detail the single-cell heterogeneity of GFP+ MLCs and GFP- endogenous microglia in our treated mice. 

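Louvain clustering of the kept cells at the resolution of Fig. 4A (0.2), on SCT-normalized counts without integration of the libraries, gave 11 clusters of 62 to 6047 cells. A resolution of 0.4 moved the number most, to 17 clusters.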

By tSNE dimensionality reduction of highly variable genes and Louvain clustering of single cells, we detected 8 main single-cell clusters when comparing these two populations. 

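With every library given the same weight, each cluster was assigned to the sort that held the larger share of it. By this measure, 87.9% ± 8.47 (SD, n = 4 libraries) of GFP+ cells and 86.6% ± 5.81 (SD, n = 4) of GFP- cells lay in clusters of their own sort. When clusters were built without the differentially expressed genes between the sorts, the shares were 43.3% ± 17.4 and 86.8% ± 3.34 (SD, n = 4 each).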

Notably, we observed a clear separation of MLC and microglia populations using clustering analysis (Figures 4A, 4B, and S7). GFP- endogenous microglia were enriched in clusters 1, 2, 4, and 6, while GFP+ MLCs were enriched in clusters 0, 3, and 5. 

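The 11 clusters were numbered by size from 0, and their numbers are not those of Fig. 4A. GFP+ cells made up 87.3% of cluster 0, 86.8% of cluster 2, 87.5% of cluster 5 and 95.6% of cluster 7, with every library given the same weight. They made up 20.0% of cluster 1, 3.69% of cluster 3, 1.69% of cluster 4 and 37.6% of cluster 6, which were led by GFP- cells. By the marker lists fixed before the data were examined, cluster 2 was CAM-like, clusters 4 and 6 were microglia-like and cluster 5 met the rule for monocyte-like, and clusters 0, 1, 3 and 7 did not meet the rule for a name. The names of clusters 2 and 5 depended on the processing. At a resolution of 0.4 the only CAM-like cluster held 379 cells, no cluster was monocyte-like and a cluster of 389 cells was dendritic cell-like, and with log-normalization no cluster was CAM-like. Cluster 7 came mainly from a single library, the GFP+ cells of the i.c.v.-dosed male, with 449 of its 513 cells.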

Clusters 7 and 8 were also composed of a very small number of contaminating glia (astrocytes and oligodendrocytes), which we preserved as an outgroup comparison. 

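Cells with at least 3 oligodendrocyte markers made up 0.0748% to 0.449% of the treated libraries, and cells with at least 3 astrocyte markers made up 0.207% to 1.05%. A small cluster of 161 cells carried all 8 oligodendrocyte markers together with astrocyte and choroid plexus markers, and held 0.413% to 0.867% of each library. Another, of 77 cells, carried all 9 neutrophil markers and was neutrophil-like. The smallest cluster, of 62 cells, did not meet the rule for a name.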

The top 10 significantly enriched genes defining each cluster highlight the developmental differences between MLCs and microglia and potential differences in their inflammatory state (Figures 4C and 4D). 

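The files list no gene Ctsc3, and Cst3 was read in its place. These genes, and those named for MLCs further on, were compared between whole sorts and not between clusters. P2ry12 (chromosome 3, 59216272 to 59262871) reached 430.4 ± 104 CPM (SD, n = 4 libraries) in GFP+ MLCs and 1233 ± 298 CPM (SD, n = 4) in GFP- endogenous microglia, a log2 fold change of -1.53 (standard error 0.23, adjusted p = 0.00218 from edgeR's quasi-likelihood test). For Selplg (chromosome 5, 113818536 to 113832644), the values were 339 ± 110 and 1101 ± 205 CPM, a log2 fold change of -1.71 (standard error 0.23, adjusted p = 0.00141). For Sparc (chromosome 11, 55394500 to 55423183), they were 471 ± 155 and 1360.1 ± 385 CPM, a log2 fold change of -1.54 (standard error 0.28, adjusted p = 0.00508), and it did not pass in the i.c.v.-dosed mice alone (adjusted p = 0.0801, the highest over 12 alternatives), while the interaction with route did not pass either (adjusted p = 0.155). Mef2a (chromosome 7, 67231163 to 67372858) reached 748.5 ± 151 and 1062 ± 74.5 CPM, a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.0324). This call was lost in 7 of the 8 fits that each left out 1 library, all but the one without the GFP+ library of the i.c.v.-dosed female, with adjusted p up to 0.0921. It was also lost in 4 of 12 other alternatives (all deposited barcodes, no filter on low counts, every cell thinned, and the i.c.v.-dosed mice alone), with adjusted p up to 0.722 for Mef2a. These 4 genes were lower in MLCs in 4 of 4 mice, and their GFP+ and GFP- libraries did not overlap (two-sided exact permutation test, p = 0.0286 each, the smallest p that 4 libraries against 4 allow). Cst3 (chromosome 2, 148871722 to 148875692) was lower in 3 of 4 mice, with a log2 fold change of -0.41 (standard error 0.16) that did not pass (adjusted p = 0.0779). It passed without the GFP- library of the i.c.v.-dosed female.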

Clusters containing mostly GFP- cells were enriched for markers associated with microglia homeostasis including *Mef2a*, *Hexb*, *Ctsc3*, *P2ry12*, *Selplg*, and *Sparc*, with this signature being most highly enriched in clusters 2 and 6. Clusters 1 and 4 showed relatively lower levels of homeostatic genes, a hallmark of mild microglia activation that is likely in part a result of the enzymatic isolation process. Notably, cluster 1 clearly separates from cluster 4 based almost entirely on the sex of the recipient animal, with differences driven largely by the expression of the X-inactivation genes *Xist* and *Tsix*. This sex difference was not observed in GFP+ MLC-enriched clusters, given that all donor animals for this experiment were males (Figure S8). 

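Xist (chromosome X, 103460366 to 103483254) and its antisense transcript Tsix (103431517 to 103484957) overlap, and Xist reached 2867 ± 149 CPM (SD, n = 2 libraries) in GFP- cells of female recipients and 65.6 ± 63.7 CPM (SD, n = 2) in those of male recipients. The log2 fold changes between female and male recipients were 5.46 for Xist and 6.30 for Tsix, and neither passed the adjustment (adjusted p = 0.662 for both, from edgeR's quasi-likelihood test). The male GFP- libraries differed from each other, with 20.5 CPM of Xist in the i.v.-dosed male and 110.7 CPM in the i.c.v.-dosed male. At 500 UMIs per cell, Xist was found in 77.3% (95% exact interval 75.6% to 78.8%) of the GFP- cells of the i.v.-dosed female and in 56.3% (54.8% to 57.8%) of those of the i.c.v.-dosed female. As an upper limit for the background, it was found in 0.307% (0.168% to 0.515%) and 2.01% (1.60% to 2.48%) of the GFP- cells of the i.v.- and i.c.v.-dosed males, which should lack it, at median depths before thinning of 842 and 956 UMIs against 1034 and 920 UMIs in the females. At the cells' own depth, 76.6% ± 15.4 (SD, n = 2) of GFP- cells of female recipients and 1.78% ± 1.87 (SD, n = 2) of those of male recipients held Xist. The genes called between female and male recipients in GFP- cells were the 4 Y-linked genes Kdm5d, Eif2s3y, Ddx3y and Uty, with log2 fold changes of -4.64, -4.60, -4.56 and -4.55 (adjusted p = 0.00123, 0.0266, 0.00304 and 0.000343). With the GFP- libraries alone, Eif2s3y did not pass (adjusted p = 0.0650, the highest over 10 alternatives). In the clustering with all variable genes, Xist and Tsix were the leading genes of cluster 3, which had not met the rule for a name. Of its 4106 cells, 3739 were GFP- cells of female recipients, and 99.5% of these held Xist at their own depth. Clustering without the sex-linked genes and EGFP gave 10 clusters. In these, the largest cluster held 77.5% and 37.6% of the GFP- cells of the i.v.- and i.c.v.-dosed females and 54.0% and 49.4% of those of the males, so that the sexes overlapped.

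**Figure D2:**
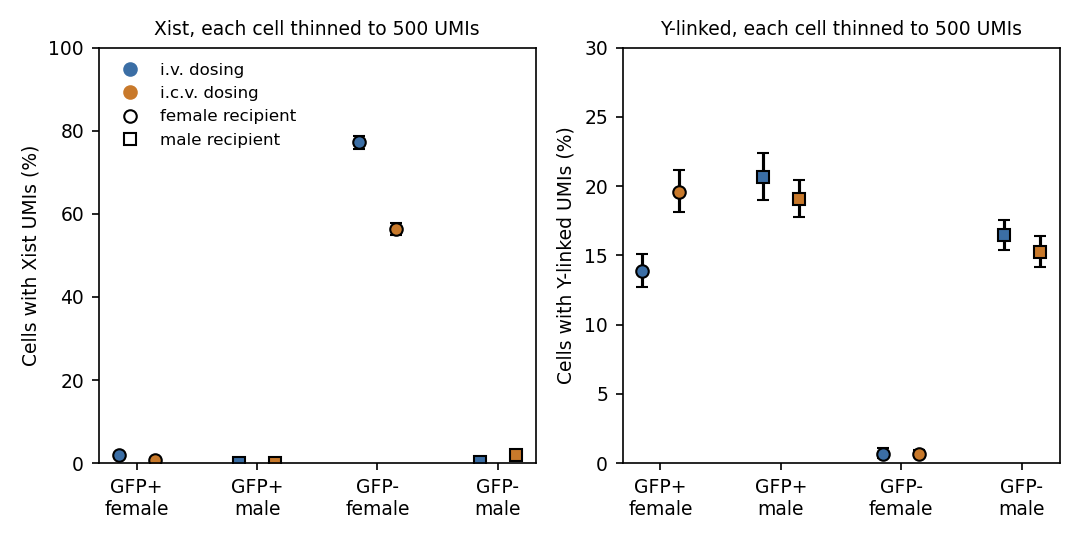
Share of cells with a UMI of Xist and of the 4 Y-linked genes, in percent at 500 UMIs per cell, for each of the 8 treated libraries; error bars are 95% exact confidence intervals. Xist reaches 77.3% and 56.3% in the GFP- libraries of the females and at most 2.01% in the other libraries.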

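In GFP+ cells of female recipients, Xist was found in 1.97% (95% exact interval 1.53% to 2.50%) of the cells of the i.v.-dosed mouse and in 0.839% (0.527% to 1.27%) of those of the i.c.v.-dosed mouse. In male recipients it was found in 0 of 2266 and 0 of 3536 GFP+ cells, which allows shares of up to 0.132% and 0.0848%. Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d or Uty) were found in 16.8% ± 4.03 (SD, n = 2 libraries) of the GFP+ cells of female recipients and in 19.9% ± 1.11 (SD, n = 2) of those of male recipients. They were found in 0.669% ± 0.00495 (SD, n = 2) of the GFP- cells of female recipients, which should lack them, and in 15.9% ± 0.864 (SD, n = 2) of those of male recipients. At the cells' own depth, the GFP+ shares were 49.96% and 51.3% and the GFP- shares 1.49% and 33.9%, for female and male recipients in turn. Between female and male recipients, 0 genes were called in MLCs, with 455 genes at an unadjusted p under 0.05 among the 12540 tested. When a 4-fold change was simulated in 200 genes, the same test recovered 77.0% of them. The difference between the sexes itself depended on GFP status for 3 genes, Ddx3y (log2 fold change 3.89, adjusted p = 0.0467), Kdm5d (4.53, adjusted p = 0.00709) and Uty (4.41, adjusted p = 0.00217), and with the mouse as a block 0 genes passed, with 142 at an unadjusted p under 0.05.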

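Ms4a7 (chromosome 19, 11321039 to 11336146) reached 896 ± 162 CPM (SD, n = 4 libraries) in GFP+ MLCs and 226 ± 112 CPM (SD, n = 4) in GFP- endogenous microglia, a log2 fold change of 1.97 (standard error 0.34, adjusted p = 0.00392 from edgeR's quasi-likelihood test). Mrc1 (chromosome 2, 14229392 to 14332057) reached 587 ± 96.4 and 234 ± 88.3 CPM, a log2 fold change of 1.31 (standard error 0.27, adjusted p = 0.00782). Pf4 (chromosome 5, 90772435 to 90773383) reached 406 ± 87.5 and 197 ± 59.7 CPM, a log2 fold change of 1.03 (standard error 0.24, adjusted p = 0.0125), and did not pass in the i.c.v.-dosed mice alone (adjusted p = 0.161, the highest over 12 alternatives; interaction with route, adjusted p = 0.323). Stab1 (chromosome 14, 31139013 to 31168641) reached 487 ± 65.9 and 372 ± 38.2 CPM, a log2 fold change of 0.38 (standard error 0.13) that did not pass (adjusted p = 0.0547). It passed without the GFP+ library of the i.v.-dosed female and without the GFP- library of the i.c.v.-dosed female. Each of the 4 genes was higher in 4 of 4 mice, with GFP+ libraries that did not overlap the GFP- libraries (two-sided exact permutation test, p = 0.0286 each). Cells with at least 3 CAM markers made up 33.5% to 47.9% of the GFP+ libraries and 3.81% to 12.6% of the GFP- libraries. These shares were taken at the cells' own depth, which was higher in the GFP+ sort, so part of the difference can come from depth.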

Clusters containing mostly GFP+ MLCs were enriched with core transcriptional markers previously associated with bone-marrow-derived “CNS-associated macrophages” (CAMs) *Ms4a7*, *Mrc1*, *Pf4*, and *Stab1*.^30^ Moreover, GFP+ enriched clusters also show stronger expression of activation markers of endogenous microglia including genes associated with reactive oxidation (*Cybb*, *Fyb*; cluster 0) and metabolism (*Apoe*, *Lyz2*; cluster 3) and genes that encode for the major histocompatibility complexes (MHCs) such as *Cd74*, *H2-Aa*, *H2-Eb1*, and *H2Ab1* (cluster 5).

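Cybb (chromosome X, 9435252 to 9487771) reached 805 ± 88.1 CPM (SD, n = 4 libraries) in GFP+ MLCs and 269.8 ± 174 CPM (SD, n = 4) in GFP- endogenous microglia, a log2 fold change of 1.56 (standard error 0.38, adjusted p = 0.0142 from edgeR's quasi-likelihood test), and did not pass in the i.c.v.-dosed mice alone (adjusted p = 0.107, the highest over 12 alternatives; interaction with route, adjusted p = 0.113). Fyb (chromosome 15, 6522853 to 6663313) reached 754 ± 77.0 and 615 ± 40.0 CPM, a log2 fold change of 0.28 (standard error 0.12) that did not pass (adjusted p = 0.0929), although it was higher in 4 of 4 mice. Apoe (chromosome 7, 19696109 to 19699188) reached 76849 ± 12053 and 21145 ± 11677 CPM, a log2 fold change of 1.85 (standard error 0.37, adjusted p = 0.00674). Lyz2 (chromosome 10, 117277331 to 117282321), whose paralog Lyz1 is nearly identical, reached 6467 ± 3079 and 2256 ± 906 CPM, a log2 fold change of 1.50 (standard error 0.39, adjusted p = 0.0184), and was higher in 3 of 4 mice. It did not pass without the GFP- library of either i.v.-dosed mouse, in the i.c.v.-dosed mice alone (adjusted p = 0.306, the highest over 12 alternatives), or with the mouse as a block, and its interaction with route did not pass (adjusted p = 0.134). Cd74 (chromosome 18, 60803848 to 60812652) had a log2 fold change of 1.93 (standard error 0.88, adjusted p = 0.120). H2-Aa (chromosome 17, 34282744 to 34287823), H2-Eb1 (34305867 to 34316674) and H2-Ab1 (34257689 to 34269419) had log2 fold changes of 1.86, 1.90 and 1.98 (standard errors 0.92, 0.95 and 0.94, adjusted p = 0.146, 0.151 and 0.133). The 4 MHC genes were higher in MLCs in 2 of 4 mice, those dosed i.v. They passed in the i.v.-dosed mice alone and without the GFP+ library of the i.c.v.-dosed female. In the i.c.v.-dosed mice alone, their log2 fold changes were -1.20, -1.37, -1.47 and -1.32 for Cd74, H2-Aa, H2-Eb1 and H2-Ab1, and none passed (adjusted p from 0.204 to 0.232), while the interaction with route passed for all 4 (adjusted p from 0.0245 to 0.0412). With the stricter cell filter, the interaction did not pass for H2-Aa, H2-Ab1 and H2-Eb1 (adjusted p from 0.0560 to 0.0585, the highest over 9 alternatives).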

**Figure 4:**
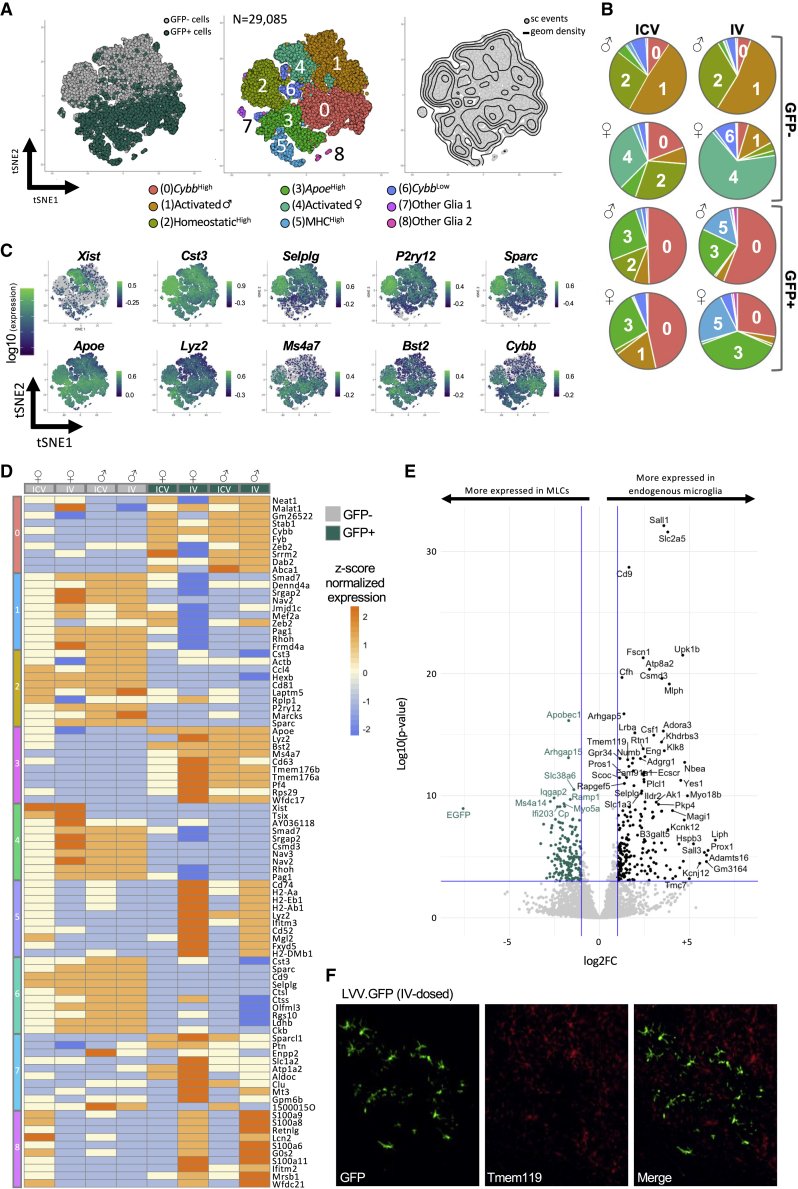
Characterization of the single-cell transcriptional landscape of MLCs versus endogenous microglia in treated mice (A) Global tSNE plot generated from a total of 29,085 single cells from endogenous microglia (GFP) and MLCs (GFP+, in green) (n = 4 mice; 8 samples). The plot on the left shows single cells separated in the main GFP- (gray dots) and GFP+ (green dots) groups. The plot in the middle shows the Louvain clustering (resolution 0.2). Putative functional associations and/or key markers differentiating each cluster are listed below. The plot on the right shows the density of single-cell events in the map. (B) Feature plots showing expression of individual genes characterizing the top (microglia enriched) or the bottom (MLC enriched) sections of the map. (C) Heatmap showing single-cell normalized expression of the top 10 differentially expressed for each cluster compared with the rest of the map (note: clusters might share top represented genes). Columns represent GFP- (gray squares) and GFP+ (green squares) cells from treated mice labeled according to their sex, identification number, and route of administration (i.c.v., i.v.). (D) Volcano plot highlighting differentially expressed genes between GFP+ MLCs (left-hand side highlighted in green) and GFP+ microglia (x axis log2 fold change in average gene expression, y axis log). (E) Representative IHC images of GFP and Tmem119 from an i.v.-dosed animal.

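On counts summed per library, 3820 of 11756 tested genes were differentially expressed between the sorts, 1951 of them higher in GFP+ MLCs and 1869 higher in GFP- endogenous microglia. The count moved most in the i.c.v.-dosed mice alone, where 1031 genes were called, 828 of them among the 3820. Among the fits that each left out 1 library, the lowest count was 2177 genes, without the GFP- library of the i.v.-dosed male. When a 4-fold change was simulated in 200 genes, the test recovered 95.0% of them. Apart from EGFP, the largest increases in MLCs among genes that changed the same way in every mouse were those of Apoc4, Adam19 and Clec2i, with log2 fold changes of 2.15, 2.12 and 2.10 (adjusted p = 0.00422, 0.00183 and 0.00387). The largest decreases were those of Tsix, which differs between male and female cells, and of Sall3, Myo18b, Hspb3 and Nbea, with log2 fold changes of -6.23, -5.91, -5.48, -5.31 and -5.08 (adjusted p = 0.0235, 0.000649, 0.000103, 0.000405 and 9.40e-05). Without the GFP+ library of the i.v.-dosed female, the values of Tsix, Sall3, Hspb3 and Nbea were -7.91, -8.72, -6.51 and -5.73, and without the GFP- library of that mouse Tsix was at -5.19. The call of Tsix was lost without the GFP- library of the i.v.-dosed female and without the GFP+ library of either male, with adjusted p up to 0.0572. It was also lost in the i.v.-dosed mice alone and in the i.c.v.-dosed mice alone, with adjusted p up to 0.0873.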

To identify highly expressed markers that could distinguish MLCs from endogenous microglia, we first performed a differential gene expression analysis comparing the composite single-cell transcriptome of GFP+ and GFP- cells (Figure 4E). 

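Sall1 (chromosome 8, 89027235 to 89044162) reached 15.4 ± 7.90 CPM (SD, n = 4 libraries) in GFP+ MLCs and 208 ± 43.4 CPM (SD, n = 4) in GFP- endogenous microglia, a log2 fold change of -3.76 (standard error 0.38, adjusted p = 0.000405 from edgeR's quasi-likelihood test). Csf1 (chromosome 3, 107741048 to 107760469) reached 8.89 ± 2.75 and 73.1 ± 14.6 CPM, a log2 fold change of -3.06 (standard error 0.23, adjusted p = 0.000126). Tmem119 (chromosome 5, 113793729 to 113800516) reached 319 ± 66.0 and 817 ± 178 CPM, a log2 fold change of -1.37 (standard error 0.20, adjusted p = 0.00203). All 3 genes were lower in MLCs in 4 of 4 mice, and their GFP+ and GFP- libraries did not overlap (two-sided exact permutation test, p = 0.0286 each).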

Homeostatic genes used as canonical microglia markers including *SallI*, *Csf1*, and *Tmem119* were enriched in GFP- endogenous microglia over GFP+ MLCs. Accordingly, Tmem119 expression was evident in endogenous microglia but largely excluded from GFP+ cells in the brain (Figure 4F). Genes enriched in MLCs include *Apobec1* and *Ms4a14*, markers that have been previously associated with bone marrow (BM)-derived, CAMs/peripheral nervous system (PNS)-associated macrophages when compared with endogenous microglia.^31^^,^^32^ Gene Ontology (GO) and pathway analysis comparing the two populations highlight differences in genes associated with immune function, including chemokine production, cell adhesion, and responses to interferon, all processes associated with the known functional roles of endogenous microglia in the brain (Figure S9).

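Apobec1 (chromosome 6, 122577792 to 122602444) reached 245 ± 18.4 CPM (SD, n = 4 libraries) in GFP+ MLCs and 88.2 ± 23.0 CPM (SD, n = 4) in GFP- endogenous microglia, a log2 fold change of 1.46 (standard error 0.18, adjusted p = 0.000857 from edgeR's quasi-likelihood test). Ms4a14 (chromosome 19, 11301249 to 11314454) reached 47.0 ± 5.64 and 10.7 ± 6.03 CPM, a log2 fold change of 2.10 (standard error 0.35, adjusted p = 0.00342). Both were higher in 4 of 4 mice, and their GFP+ and GFP- libraries did not overlap (two-sided exact permutation test, p = 0.0286 each).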

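The genes printed in Fig. 5A as MLC-specific and as shared were looked up one by one, without a test of the lists. Of the 7 genes printed as MLC-specific, 7 were higher in GFP+ MLCs, 5 of them past the threshold, with a median log2 fold change of 1.85. Of the 5 printed as shared, 2 were higher and 3 were lower in GFP+ MLCs.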

Our analysis comparing MLCs and microglia confirms and expands upon the information from previous studies on CAMs/PNS-associated macrophages, where expression of markers associated with inflammation in parenchymal microglia are enriched in BM-derived macrophages isolated from healthy animals without overt neuroinflammation.^29^^,^^32^ In addition, our data show clear concordance with markers previously identified using bulk RNA-seq comparing MLCs and microglia after busulfan conditioning and i.v. dosing of HSPCs (Figure 5A).^29^ We then compared our datasets to previous work characterizing the transcriptional profiles of CNS-invading, inflammatory macrophages that are mobilized from the periphery in the context of disease or injury.^33^ 

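The lists printed in Fig. 5B were compared between the sorts in the same way. Of the 16 genes printed for invading macrophages, 15 were higher in GFP+ MLCs than in GFP- endogenous microglia, 10 of them past the threshold, with a median log2 fold change of 1.36. Of these 15, Ccr2, Fxyd5, S100a10 and Fn1 were higher in 2 of 4 mice, those dosed i.v., and did not pass, while the interaction with route passed for Ccr2, Fxyd5 and S100a10 (adjusted p = 0.00673, 0.0181 and 0.0227 from edgeR's quasi-likelihood test). The 16 genes had a median expression of 73.3 CPM in MLCs and 19.8 CPM in endogenous microglia. Of the 7 printed for homeostatic microglia, 6 were lower in MLCs, all 6 past the threshold, and Fcrls was higher (log2 fold change 0.31), with a median log2 fold change of -1.53 over the list. Their median expression was 60.8 CPM in MLCs and 198 CPM in endogenous microglia. Within MLCs, the invading-macrophage median was above the homeostatic one in both i.v. libraries and below it in both i.c.v. libraries. These medians cover different genes, so their order also reflects how abundant each gene is.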

Our comparison using this gene list associated with invading macrophages showed that our GFP+ MLCs show generally low expression of genes associated with invading macrophages and relatively higher expression of the homeostatic microglia signature (Figure 5B). These results suggest that certain differences we observed between MLCs and microglia may result from their distinct developmental origin rather than from distinct activation states.

**Figure 5:**
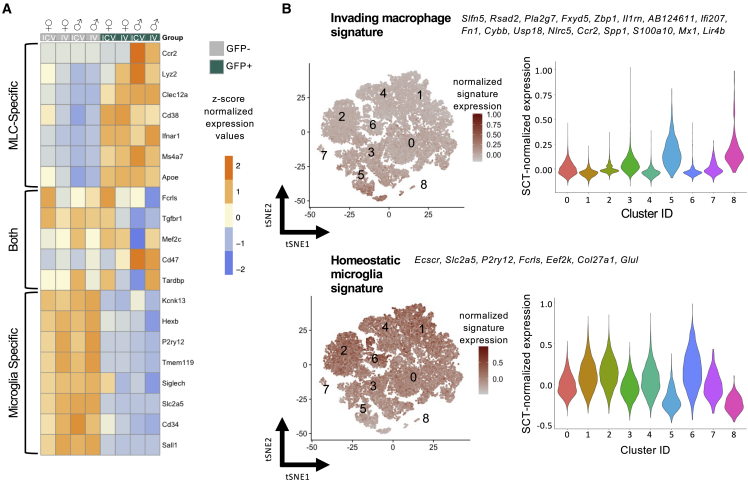
Projection of MLC-, macrophage-, and microglia-specific markers on the single-cell landscape (A) Heatmap showing the single-cell normalized average expression values of MLC-specific, microglia-specific, and shared gene markers as described in Shemer et al.^29^ (2018) in GFP- and GFP+ cells from treated mice. (B) Projection of invading versus homeostatic microglia gene signatures as described in DePaula-Silva et al. (2019) over the tSNE map of Figure 4A (left panels), and violin plots showing the expression of these signatures in the clusters identified in Figure 4A (right panels). (C) Violin plots showing the expression of genes associated with invading macrophages/monocytes (left panels) or homeostatic microglia (right panels) as described in Haage et al.^33^ (2019) in GFP- (gray squares) or GFP+ (green squares) treated mice labeled according to their sex and identification number.

Lastly, we wanted to investigate whether the route of administration impacted the transcriptional profile of MLCs. Surprisingly, and despite a vastly different engraftment history, we observed a significant overlap in the transcriptional signatures of i.v.-dosed GFP+ and i.c.v.-dosed GFP+ cells, with most transcripts showing strong correlation in expression (Figure S10A; R^2^ = 0.9134). i.v. and i.c.v. 

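Mean SCT-normalized expression of i.v.- and i.c.v.-dosed GFP+ cells gave an adjusted R2 of 0.9399. Single GFP+ libraries of the same route gave 0.9242 and 0.976, and those of different routes 0.878 to 0.9634 (4 pairs). The pooled value moved most without the GFP+ library of the i.v.-dosed male, to 0.8977. On summed counts, 348 of 12540 tested genes were differentially expressed between the routes in MLCs, 321 of them higher after i.v. dosing and 27 higher after i.c.v. dosing. Over the alternatives, the count ranged from 80 genes with every cell thinned to 500 UMIs, an alternative chosen after the data were seen, to 679 without a filter on low counts. A simulated 4-fold change was recovered in 79.0% of 200 genes. The largest increases after i.v. dosing were in the neutrophil transcripts S100a9, S100a8, Ngp, Camp and Retnlg, which had 0 UMIs in both i.c.v. GFP+ libraries and were at least 3773-, 2511-, 535-, 515- and 427-fold higher (adjusted p = 0.00893, 0.0122, 0.00939, 0.00706 and 0.0394 from edgeR's quasi-likelihood test). These bounds rest on CPM without TMM, averaged over both i.v. libraries. The libraries differed, with TMM-normalized values of 889 CPM of S100a9, 638 of S100a8, 90.0 of Ngp, 106 of Camp and 121 of Retnlg in the female and 1792, 1147, 290, 260 and 183 CPM in the male. Ngp and Camp did not pass when the cells of neutrophil-like and non-myeloid clusters were left out. These transcripts may come from neutrophils in the sort and not from MLCs. Cells with at least 20 UMIs of neutrophil markers numbered 14 and 25 in the GFP+ libraries of the i.v.-dosed female and male. In the GFP- sort, S100a9 reached 408 to 2632 CPM after i.c.v. and 32.6 to 136 CPM after i.v. dosing, without TMM. It was thus present after both routes. Adamts1, Nav3, Crybb1 and Cd34 had the largest decreases, with log2 fold changes of -2.20, -2.16, -1.65 and -1.18 (adjusted p = 0.00912, 0.0431, 0.0405 and 0.0308). The calls of Nav3, Crybb1 and Cd34 were lost with the GFP+ libraries alone and with every cell thinned, and that of Cd34 also with summed counts drawn down (adjusted p up to 0.124, 0.224 and 0.154). For Nav3 the value was -3.25 without the GFP+ library of the i.v.-dosed female and -1.59 without that of the i.v.-dosed male. Without the GFP+ library of the i.c.v.-dosed female the values of Crybb1 and Cd34 were -0.88 and -0.82, and without that of the i.c.v.-dosed male -2.13 and -1.45. Cluster representation was compared on clusters built without the MHC class II genes. In 6 of these 10 clusters, the GFP+ libraries of the routes did not overlap in their share of cells, as chance gives in 1 of 3 clusters. The cluster that differed most in proportion among those of more than 100 cells held 5.70% ± 0.139 (SD, n = 2 libraries) of i.v. GFP+ cells and 0.151% ± 0.106 (SD, n = 2) of i.c.v. GFP+ cells. It held 406 cells and carried monocyte, dendritic cell and T or NK cell markers.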

GFP+ cells had similar representation in each cluster, apart from cluster 5 (MHC^high^), which was enriched for i.v. GFP+ cells over i.c.v. GFP+ cells (Figure 4B). Expression of specific MHC genes was previously reported to be associated with border-associated macrophages (BAMs), which are largely yolk-sac-derived macrophages that occupy a niche near the blood-brain barrier.^34^ This signal is consistent with the engraftment history of i.v.-derived MLCs, which must migrate across the blood-brain barrier. Accordingly, clustering analysis show differences between i.v. and i.c.v. groups in the expression of several MHC genes, including *H2-a*, *H2-b*, and *Cd74* (Figure S10B).^35^

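H2-a and H2-b were read as the MHC class II genes H2-Aa and H2-Ab1. Together with H2-Eb1 and Cd74, they reached 27241 ± 860.5 CPM (SD, n = 2 libraries) in i.v. GFP+ MLCs and 2022 ± 1759 CPM (SD, n = 2) in i.c.v. GFP+ MLCs, a ratio of 13.5 (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The i.c.v. libraries held 778 and 3266 CPM, and the ratio was 8.34 without the GFP+ library of the i.c.v.-dosed female and 35.0 without that of the i.c.v.-dosed male. GFP- endogenous microglia held 3327 to 5673 CPM. The log2 fold changes between i.v. and i.c.v. MLCs were 3.72 for Cd74, 3.83 for H2-Aa, 3.98 for H2-Ab1 and 4.04 for H2-Eb1 (standard errors 0.54, 0.64, 0.64 and 0.66, adjusted p = 0.0100, 0.0183, 0.0155 and 0.0167 from edgeR's quasi-likelihood test). Without the GFP+ library of the i.c.v.-dosed female they were 3.07 to 3.32, and without that of the i.c.v.-dosed male 5.00 to 5.68. With the GFP+ libraries alone, H2-Aa, H2-Ab1 and H2-Eb1 did not pass (adjusted p from 0.0649 to 0.0773, the highest over 10 alternatives). Cells with at least 3 UMIs of the 4 genes at 500 UMIs made up 29.1% (95% exact interval 27.6% to 30.7%) and 29.7% (27.9% to 31.7%) of the GFP+ cells of the i.v.-dosed female and male, and 1.64% (1.19% to 2.20%) and 8.43% (7.53% to 9.39%) of those of the i.c.v.-dosed female and male. Among GFP- cells, the shares were 2.17% and 3.07% in the i.v.-dosed and 11.3% and 8.17% in the i.c.v.-dosed female and male. A background share in cells that should lack these genes was not measured within these libraries. At the cells' own depth, the mean shares were 45.0% in i.v. and 13.5% in i.c.v. GFP+ MLCs. Cells with at least 2 UMIs of monocyte or dendritic cell markers held 69.6% and 75.8% of the MHC UMIs in the GFP+ libraries of the i.v.-dosed female and male. Part of the difference may thus come from such cells. The paper proposes that the MHC signal fits the engraftment history of i.v.-derived MLCs, which have to cross the blood-brain barrier.

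**Figure D3:**
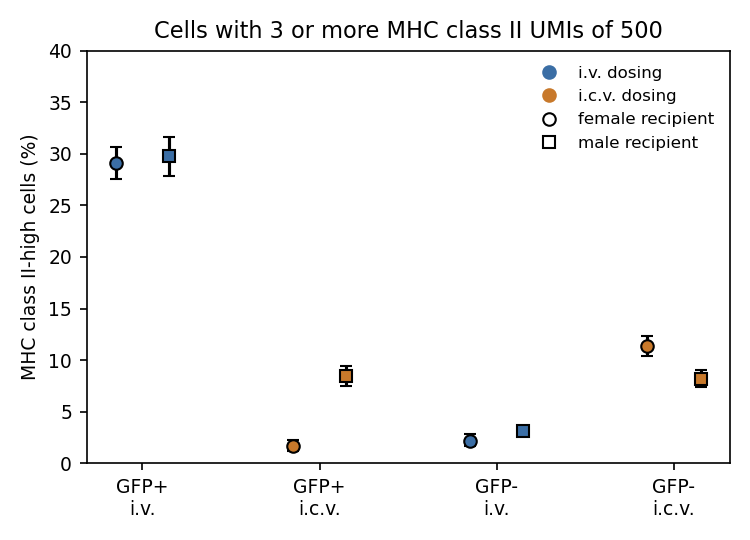
Share of cells with at least 3 UMIs of the 4 MHC class II genes, in percent at 500 UMIs per cell, by sort and route; each point is 1 library and error bars are 95% exact confidence intervals. The i.v. GFP+ libraries lie at 29.1% and 29.7% and the other 6 libraries between 1.64% and 11.3%.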

### LVV.GBA and LVV.GRN increase GCase/progranulin expression and secretion

Our characterization of MLCs and our assessment of biodistribution of gene-modified cells supports a wider application of HSPC-GT to address the peripheral and CNS components of neurodegenerative disease with well-defined genetic risk factors. Two such disorders are GBA-associated Parkinson’s disease (GBA-PD) and progranulin-associated frontotemporal dementia (GRN-FTD), both of which are associated with the heterozygous loss of function of a lysosomal protein (beta glucocerebrosidase and progranulin, respectively). We generated lentiviral vectors expressing either codon-optimized human GBA (LVV.GBA) or codon-optimized human GRN (LVV.GRN) (Figure 6A) and transduced mouse macrophage RAW264.7 cells with increasing amounts of vector. Increased integrated vector copies per diploid genome predictably increased the amount of transgene-derived RNA transcript and protein expression for both vectors (Figures 6B–6Q). Importantly, we observed active beta-glucocerebrosidase (GCase) and human progranulin (hGRN) in the conditioned media even at low VCNs, supporting that lentiviral-mediated, supraphysiological expression of these proteins results in their secretion from macrophage-like cells (Figures 6E, 6G, 6M, and 6O). This suggests that GCase or progranulin could be secreted by MLCs for uptake by other cells within the brain.

**Figure 6:**
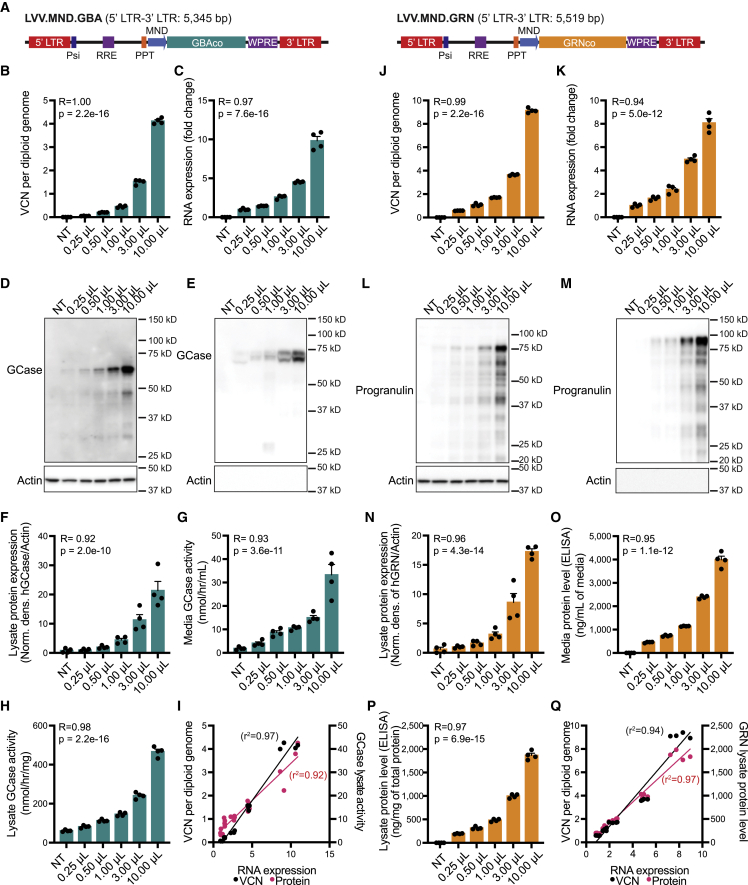
Characterization of lentiviral vectors for GBA and GRN in a mouse macrophage cell line (A) Schematic of integrating component of lentiviral vectors from the 5′ long terminal repeat (LTR) to 3′ LTR. RRE, Rev response element; PPT, polypurine tract; MND promoter, myeloproliferative sarcoma virus enhancer, negative control region deleted, dl587rev primer-binding site substituted; WPRE, woodchuck hepatitis virus posttranscriptional regulatory element. (B–I) LVV-GBA increased integrated VCN (B), transgene RNA expression (C), GCase protein expression in lysates (D and F) and media (E), GCase enzymatic activity levels in the lysate (H) and conditioned media (G). Correlation analysis of VCN per diploid genome to transgene RNA expression and transgene RNA expression to lysate GCase activity (I). (J–Q) LVV-GRN increased integrated VCN (J), transgene RNA expression (K), and progranulin protein levels in the lysate (L, N, and P) and conditioned media (M and O). Correlation analysis fo VCN per diploid genome to transgene RNA expression and RNA transgene expression to lysate GRN protein levels (Q). Bars represent means ± SEM. Pearson correlation analysis is shown where indicated, correlating the VCN to RNA expression for cells transduced with LVV.GBA (I) and LVV.GRN (Q).

### HSPC-GT in a model of GBA-PD results in widespread distribution of gene-modified cells

Mutations in *GBA* are causative for the lysosomal storage disorder Gaucher disease and are among the most prevalent genetic risk factors for PD^36^^,^^37^ and Lewy body dementia.^38^ To assess the utility of lentiviral HSPC-GT for patients with PD associated with a *GBA* mutation (GBA-PD), we conducted a biodistribution study of key organs in homozygous *Gba*^D409V^ mice, a model of GBA-PD.^39^ We isolated Lin- cells and transduced them with either a lentiviral vector encoding our previously characterized human GBA transgene (LVV.GBA) or a control GFP transgene (LVV.GFP) at a similar number of vector integrations per diploid genome (LVV.GBA: 3.12 ± 0.15, LVV.GFP: 2.93 ± 0.14; Figure 7A). As expected, the GCase activity in the cells transduced with the GBA transgene had significantly higher activity than those transduced with the GFP transgene (LVV.GBA: 3,418.10% ± 612.2%, LVV.GFP: 20.38% ± 4.31%; Figure 7B).

**Figure 7:**
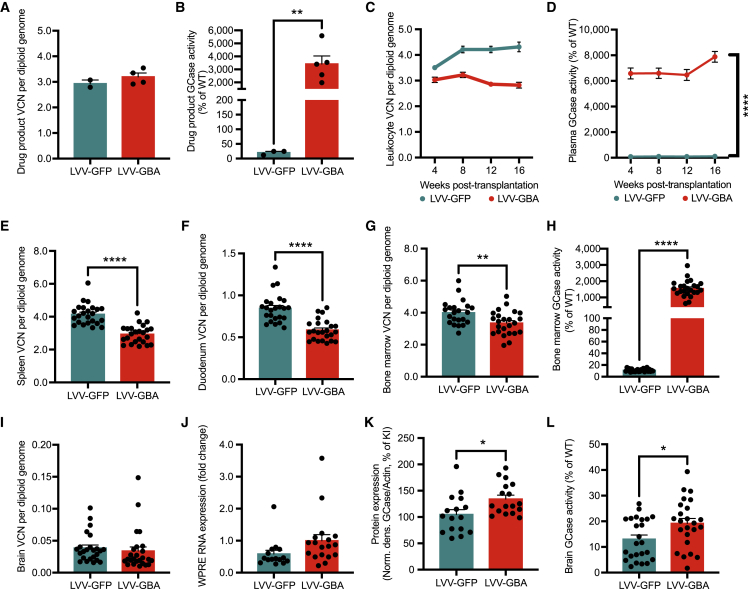
Biodistribution analysis after transplantation of LVV.GBA modified HSPCs into *Gba* mutant mice (A) VCN in the drug product in the LVV-GFP- and LVV-GBA- treated groups kept in culture for 4 days *in vitro* (DIV). (B) GCase enzymatic activity in the drug product at DIV 4. (C and D) VCN and GCase enzymatic activity in white blood cells and plasma, respectively, measured longitudinally every 4 weeks post-transplantation. (E and F) VCN in spleen and duodenum at 16 weeks post-transplantation. (G and H) VCN and GCase enzymatic activity in the BM at 16 weeks post-transplantation. (I–L) VCN, transgene RNA expression, GCase protein levels, and GCase enzymatic activity in the brain at 16 weeks post-transplantation. Bars represent means ± SEM, ∗ represent p < 0.05, ∗∗ represent p < 0.01, and ∗∗∗∗ represent p <0.0001. For (A), (B), and (E–L), t test was used for statistical analysis.

We then transplanted the genetically modified HSPCs into homozygous *Gba*^D409V^ knockin mice, which have lower levels of enzyme activity in the BM and brain compared with wild-type controls (Figures S11A–S11D). Transplantation of LVV.GBA HSPCs led to detectable and stable levels of VCNs in white blood cells (Figure 7C). Furthermore, we observed GCase activity in the plasma starting at 4 weeks post-transplantation (earliest time point) through 16 weeks (terminal time point). In contrast, there was minimal, if any, GCase activity in LVV.GFP-treated animals (Figure 7D). At 16 weeks, we observed engraftment in the spleen (Figure 7E), duodenum (Figure 7F), and BM (Figure 7G) in both LVV.GBA- and LVV.GFP-treated animals. Importantly, we measured higher levels of GCase activity in the BM of LVV.GBA-treated animals compared with animals transplanted with LVV.GFP HSPCs (LVV.GBA: 1,547.75% ± 102.2%, LVV.GFP: 11.06% ± 0.50%; Figure 7H). Within the brain, we saw detectable levels of integrated vector (Figure 7I) and transgene RNA expression (Figure 7J) in both animal groups. We observed higher levels of GCase protein (LVV.GBA: 134.4% ± 7.24%, LVV.GFP: 105% ± 9.16%; Figure 7K) and GCase enzymatic activity (LVV.GBA: 19.19% ± 1.93%, LVV.GFP: 13% ± 1.63%; Figure 7L) in the LVV.GBA cohort versus the LVV.GFP cohort. Taken together, we observed widespread and robust biodistribution of the gene-modified cells in key organs, including the gastrointestinal tract, spleen, BM, and CNS.

### HSPC-GT in a model of GRN-FTD increases progranulin and may address lysosomal dysfunction

We then applied our HSPC-GT platform to treat progranulin deficiency in a mouse model of genetic FTD (GRN-FTD). GRN-FTD is a familial form of neurodegeneration caused by the haploinsufficiency of GRN/progranulin, a lysosomal precursor protein that is widely expressed in the brain and secreted from microglia during overt disease.^40^ Heterozygous and homozygous *Grn*^*R493X*^ mutant mice, a model of GRN-FTD,^41^ were dosed with Lin- cells transduced with high or low vector doses of LVV.GFP or LVV.GRN after standard (100 mg/kg) or increased (125 mg/kg) levels of busulfan conditioning. As in our previous studies, we observed biodistribution via vector integration quantification and transgene expression in the BM and the brain for all treatment groups for LVV.GFP and LVV.GRN (Figures 8A, 8B, 8E, 8F, and S12A–S12D). Across all LVV.GRN-treated groups, we measured supraphysiological levels of human progranulin via ELISA in the plasma and the BM, equivalent to an average of 5-to 11-fold above previously reported wild-type levels (Figures 8C and 8D).^42^ We also observed human progranulin levels in whole-brain lysate of LVV.GRN-treated animals, equivalent to 30%–50% of previously reported mouse progranulin levels in the brain (Figure 8G).^43^ Using immunohistochemical visualization of mouse and human progranulin, we observed progranulin+ cells in the cortex of LVV.GRN-treated homozygous mutant animals, consistent with the engraftment of LVV.GRN+ cells in the brain (Figure 8I). We observed no progranulin staining in treatment-naive *Grn* mutant mice and saw restoration of progranulin puncta after LVV.GRN HSPC-GT. Many, but not all, of these cells colocalized with the microglia marker Iba1, consistent with our previous experiments (Figure S13). Finally, and notably, increased levels of busulfan conditioning resulted in significantly increased VCNs, transgene expression, and GRN protein levels in the periphery and the brain (Figures 8A–8G).

**Figure 8:**
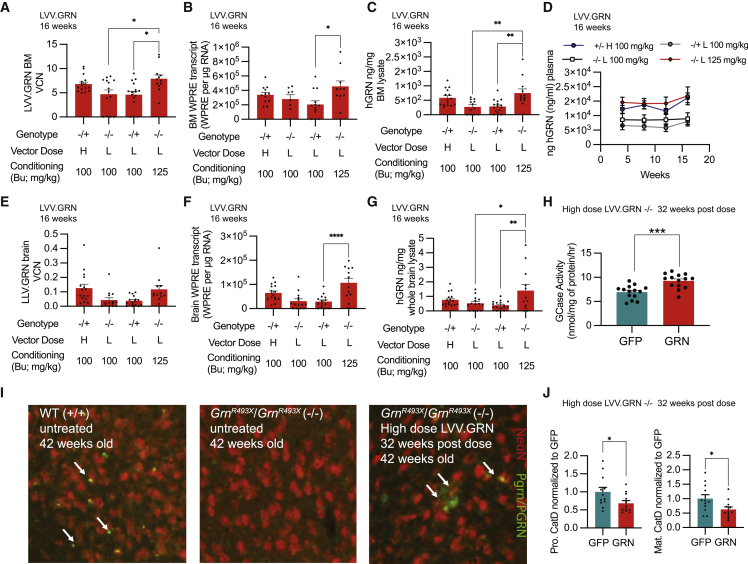
Genetically engineered HSPC administration in a mouse model of GRN-FTD shows widespread GRN in the periphery and the brain (A–C) VCN, transgene RNA, and human progranulin protein measurements in BM for all LVV.GRN-treated groups at 16 weeks post-transplantation. (D) Longitudinal human progranulin protein measurements in plasma for all LVV.GRN-treated groups up to 16 weeks post-transplantation. (E–G) VCN, transgene RNA, and human progranulin protein measurements in brain for all LVV.GRN-treated groups at 16 weeks post-transplantation. (H) GCase activity in whole brain lysate of homozygous mutant *Grn* mutant mice treated with LVV.GFP and LVV.GRN at 32 weeks post-transplantation. (I) IHC imaging of neurons (NeuN, red) and progranulin (PGRN/Pgrn, green) in the cortex of untreated wild-type, homozygous mutant *Grn* mutant mice, or homozygous mutant *Grn* mutant mice treated with LVV.GRN. (J) Quantification of levels of the pro form and the mature form of cathepsin D (CatD) in whole-brain lysates of homozygous mutant *Grn* mutant mice treated with LVV.GFP and LVV.GRN at 32 weeks post-transplantation. Bars represent means ± SEM. Tukey’s multiple post-hoc comparison test was conducted for all statistical measures shown, with only significant differences (p < 0.05) indicated (∗ represent p < 0.05, ∗∗ represent p < 0.01, ∗∗∗∗ represent p <0.0001).

While the reasons GRN deficiency leads to FTD are still unclear, progranulin is thought to play a role in regulating lysosomal homeostasis.^43^ The protein and activity levels of several lysosomal enzymes, including decreased GCase and increased cathepsin D (CatD) have been observed in mouse models of GRN-FTD and human brain tissue from GRN-FTD patients.^44^^,^^45^ Other models of GRN-targeted therapeutics have shown the ability to normalize these changes after treatment.^44^ We observed similar changes of lysosomal dysfunction after treatment, with LVV.GRN-treated homozygous *Grn* mutant animals 32 weeks post-transplantation showing an average of 33% increased GCase activity levels compared with LVV.GFP-treated groups (Figure 8H) and decreased mature CatD protein (Figure 8J) compared with LVV.GFP-treated groups.

## Discussion

We show here that HSPC-GT using an i.v. route of administration in mice results in the widespread engraftment of genetically engineered cells throughout the periphery and engraftment of MLCs in the brain. Similar levels of engraftment in the brain were previously reported by others.^28^^,^^46^ In contrast, when HSPCs are administered via i.c.v., we observed that engraftment is limited to the CNS. Strikingly, and in contrast to earlier work,^18^ we observed significantly more engrafted MLCs using i.v. administration compared with i.c.v. administration. While our methods and time points were similar for all key aspects, subtle technical disparities could explain the difference (e.g., cell dose, injection location, and/or cell-administration timing). Further studies are needed to explore these parameters and how they affect engraftment after i.c.v. administration of HSPCs, if at all. We also observed that HSPC-derived MLCs were durably engrafted within the brain over a year post-transplantation and that these cells bore many of the transcriptional hallmarks of microglia, which suggests that they have the capacity to self-renew much like endogenous microglia, though careful lineage-tracing experiments would be required to explicitly confirm this. This is consistent with long-term follow up of HSPC-GT in non-human primates, where HSPC-derived myeloid cells in the brain were observed 10 years post-transplantation after i.v. dosing.^15^ It is similarly consistent with the durable phenotypic rescue in most patients enrolled in clinical trials for MLD and CALD who receive their cell doses i.v.^47^ Importantly, these data strongly support the use of murine models for preclinical and translational research, as they can effectively recapitulate the long-term engraftment dynamics of MLCs observed in humans.

Our comparison of MLCs with endogenous microglia suggests that most transcriptional features of myeloid cells in the brain are niche dependent, as the two cell populations are largely similar. This observation parallels the ones from studies where monocytes and macrophages isolated from various tissues take on functional and transcriptional characteristics of tissue-resident macrophages of the lung, kidney, and liver when transplanted.^48^, ^49^, ^50^, ^51^ Furthermore, we show here that MLCs do not exhibit the signatures of invading macrophages associated with disease and injury, likely because these signatures are niche dependent and reflect the damaged status of the brain. Our data show, however, that MLCs and microglia can be clearly distinguishable by specific genes not reprogrammed during engraftment, such as canonical genes associated with resident microglia like *Tmem119*. It is likely that this is in part driven by the developmental differences between BM-derived myeloid cells and embryonic yolk-sac-derived microglia. How HSPC-derived MLCs and microglia differ on a functional level as a result of these differences in developmental origin will require further study, though as stated, our characterization shows that the transcriptional signatures are highly similar. The differences we observe in MLCs versus endogenous microglia will be informative for the further development of MLCs as a therapeutic modality and to understand what may underlie any functional differences between them and endogenous microglia.

Our work applying HSPC-GT in murine models of neurodegenerative disease shows that for both GBA-PD and GRN-FTD, engrafted cells have the capacity to produce potentially therapeutic proteins at significant levels. Notably, gastrointestinal issues are a common symptom in patients with PD, and mutations in *GRN* are implicated in cardiac dysfunction.^52^^,^^53^ A systemic GT approach like HSPC-GT conceivably has advantages over other platforms including AAV GTs, where therapeutic effect is generally limited to either the periphery or the CNS. However, if CNS-restricted expression is therapeutically advantageous, our data suggest that i.c.v. administration of genetically engineered HSPCs can achieve this.

Furthermore, previous work has demonstrated that AAV administration into the brain parenchyma leads to extremely high levels of transgene expression close to the injection site but a vastly lower expression level in distal brain regions.^54^^,^^55^ Importantly, the cell type that expresses the therapeutic protein will depend on the AAV capsid and promoter used.^56^ Conversely, we showed here that the tiling behavior of MLCs expands the reach of HSPC-derived cells to the whole brain, resulting in an even and widespread distribution of genetically modified cells. It is worth noting that AAV-mediated delivery of GBA and GRN to neurons in mouse models of GBA-PD and GRN-FTD have been successful in modifying disease-associated phenotypes.^44^^,^^57^ Our biodistribution studies and our initial biochemical characterization of lysosomal dysfunction in *Grn* mutant mice support the capacity of reaching similar results with HSPC-GT. Further characterization is required to determine (1) whether there are potential changes to the characteristics of MLCs carrying a therapeutic transgene and (2) if HSPC-derived MLCs can provide the levels and modality of transgene expression necessary to correct the wider functional changes in the brain associated with these disorders, with careful inclusion of comparison to wild-type animals. These follow-up study will elucidate the true therapeutic potential of this platform.

While this work addresses fundamental questions around HSPC-GT in the CNS, such as the identity of MLCs relative to endogenous microglia and the durability of MLC engraftment, there are broader questions that remain unresolved. These include understanding how the myeloablative agent acts in the CNS. Our results clearly demonstrate that busulfan conditioning is instrumental in enabling brain engraftment, with higher doses leading to higher engraftment and protein expression. Notably, busulfan conditioning may also be associated with cellular senescence of endogenous microglia, making increased busulfan conditioning a potential detriment despite increased engraftment.^58^ Recent preclinical work has highlighted the use of CSF1R inhibition after treatment with busulfan, reporting up to 90% engraftment of the microglial niche, suggesting the potential for using other conditioning regimens outside of busulfan.^59^ In addition, the identity of the cell that crosses the blood-brain barrier (e.g., HSPC, myeloid progenitor cell) after i.v. administration or that first engrafts after i.c.v. administration is unclear. It is also worth examining if injection of myeloid cells alone could achieve similar levels of engraftment. Future studies should assess what the window of opportunity is for cells to cross the blood-brain barrier following myeloablation and how genetic payloads might change engraftment of MLCs.

In conclusion, our work provides critical information substantially expanding our understanding of the nature of MLCs derived from long-term HSPCs and opens new avenues for the potential use of genetically engineered MLCs for the treatment of common neurodegenerative disorders such as FTD and PD.

## Materials and methods

### Mouse models and tissue collection

All experiments were carried out with proper oversight by institutional review boards for animal care. Comparisons of i.v. and i.c.v. routes of administration were completed using wild-type (WT) C57BL/6J mice (Jackson Laboratory, stock number 000664). Proof-of-concept experiments for GBA-PD were completed using homozygous *Gba*^*D409V/D409V*^ mutant mice (Jackson Laboratory, C57BL/6N-*Gba*^*tm1*.*1Mjff*^/J, stock number 019106)^39^ and WT C57BL/6NJ mice (Jackson Laboratory, stock number 005304) as controls. Proof-of-concept experiments for GRN-FTD were completed using heterozygous and homozygous *Grn*^*R493X*^ mutant mice on the C57BL/6J background.^41^ Donor and recipient animals for all experiments were 8–12 weeks of age. Terminal collection for all animals occurred 14–16 weeks after cell administration except for the long-term cohort for scRNA-seq experiments (12–13 months post-transplantation) and the long-term cohort for the GRN-FTD proof-of-concept study (32–36 weeks post-transplantation). At necropsy, animals first underwent whole-body transcardial perfusion with either heparinized saline or PBS followed by tissue harvesting. Samples for biochemistry analysis were flash frozen and stored at -80°C. Samples for immunohistochemistry (IHC) analysis were fixed in 4% PFA in PBS overnight at 4°C.

### Generation of genetically engineered HSPC drug product

For all studies, Lin- cells were enriched from total BM isolated from femurs and tibias of donor mice (6–12 weeks of age) using the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies) in conjunction with the RoboSep-S (STEMCELL Technologies) automated cell-isolation machine and confirmed by flow analysis. Cells were stained for lineage markers with a PE-Cy5-conjugated lineage marker cocktail including B220, Ter119, Tcrb, Cd8a, Cd3ε, Cd4, Ly6g/Ly6c, and Cd11b and with hematopoietic stem cell markers APC-conjugated anti-Cd117 (c-Kit) and PE-conjugated Ly6a/e (Sca-1) (BD Biosciences). Lin- cells were transduced with a lentiviral vector in a cell incubator at 2 × 10^6^ cells/mL in either StemSpan SFEM II (STEMCELL Technologies) or StemMACS HSC Expansion Media (Miltenyi Biotec) growth media freshly supplemented with TPO (10 ng/mL), SCF (100 ng/mL), and FLT3 (50 ng/mL). Approximately 16–22 h later, cells were collected, washed at least three times with DPBS (without Ca^2+^ and Mg^2+^), and resuspended in an appropriate volume for dosing. A small number of cells (3,000–4,000 cells) were set aside for use in the colony-forming unit assay using M3434 media (STEMCELL Technologies) and were analyzed 7–10 days later.

### Conditioning of recipient animals and drug-product administration

Four days prior to cell administration, recipient animals (6–12 weeks of age) received daily i.p. injections of busulfan (Busulfex, Otsuka Pharmaceutical) at 25 mg/kg for a cumulative dose of 100 or 125 mg/kg. For comparisons of routes of administration, drug-product pools were generated from an equal number of male and female mice. For scRNA-seq experiments, drug-product pools were generated from male mice only. For both i.v. and i.c.v. administration, animals were dosed with 5 × 10^5^ cells. i.c.v. administration was performed using a stereotaxically guided Hamilton syringe and infusion system (Harvard Apparatus). The single infusion was performed unilaterally in the lateral ventricle in the following coordinates: AP = -0.5 mm (anterior from bregma); ML = +1.0 mm; DV = -1.75 mm. For animals dosed using both i.v. and i.c.v., animals were dosed with 5 × 10^5^ for both routes for a total of 1 × 10^6^ cells. Five days after drug-product administration, all animals despite route of administration received an additional i.v. administration of non-transduced total BM cells (5 × 10^5^ cells in 50 μL per animal, resuspended in DPBS without Ca^2+^ or Mg^2+^) to support the survival of animals that only received i.c.v. administration of drug product. Subsequent studies (GBA-PD and GRN-FTD proof-of-concept studies) only administered drug product i.v., and the second total BM administration was eliminated. Additionally, in these studies, donors and recipients were sex matched, and for the GRN-FTD proof-of-concept study, an additional analysis of 5 days of busulfan conditioning was added.

### Lentiviral vector generation

VSV-G pseudotyped third-generation self-inactivating lentiviral vectors for LVV.GFP, LVV.GRN, and LVV.GBA were commercially generated (University of Cincinnati Vector Production Facility, VIVEbiotech, VectorBuilder) using HEK293T cells and standard protocols. Lentiviral vector functional titers ranged from 1.7 × 10^8^ to 3 × 10^9^ TU/mL.

### Sample preparation and molecular characterization

Genomic DNA (gDNA) was isolated using the QIAamp DNA Mini QIAcube Kit (Qiagen) in conjunction with the QIAcube (Qiagen). Immortalized cell line gDNA was isolated using the DNeasy Blood & Tissue kit (Qiagen). VCN quantification was completed either by digital droplet PCR (ddPCR) or quantitative PCR (qPCR). Specific primers targeting the WPRE element (WPRE v1) or HIV Psi element were used to detect the integrated lentiviral vector, and specific primers targeting *Gtdc1* or *Tfrc* were used as genomic reference (Table S1).

RNA isolation and reverse transcription for murine samples from the GRN-FTD proof-of-concept study was completed using the QIAsymphony RNA kit (Qiagen). Absolute quantification of transgene copies per microgram of tissue was completed using a standard curve of *in*-*vitro*-transcribed WPRE RNA and specific primers and probes targeting WPRE (WPRE v2; Table S1). RNA isolation and reverse transcription for all other samples were completed using the PureLink RNA Mini kit (ThermoFisher) followed by SuperScript IV VILO with ezDNase (ThermoFisher). Specific primers and probes targeting the WPRE element (WPRE v1; Table S1) of the integrating lentiviral vector and *Actb* (ThermoFisher), as a housekeeper, were used. Primers and probes, cDNA, and TaqMan Fast Advanced Master Mix (ThermoFisher) were combined according to the manufacturer’s guidelines and amplified using a QuantStudio 7 Flex (ThermoFisher). The 2^-ΔΔCt^ method was used to calculate transgene expression.

Protein was extracted using a detergent-based lysis buffer dependent on the assay followed by removal of cellular debris by centrifugation at 14,000 × *g* for 15 min. Protein concentration was determined using the Pierce BCA Protein Assay Kit (ThermoFisher). SDS-PAGE was used to measure beta GCase and progranulin protein expression. GCase enzymatic activity was measured using the artificial substrate 4-methylumbelliferyl b-D-glucopyranoside (4-MUG) following a similar method to that previously published.^60^^,^^61^ Progranulin protein levels were measured using a human-specific ELISA (Quantikine and DuoSet; R&D Systems) according to the manufacturer’s instructions, with minor modifications for the measurement of human progranulin in brain lysates. For brain samples, reagents were diluted in 0.05% Tween 20 in Tris-buffered saline (TBS). Seventy-five μg of protein was loaded of mouse brain lysate and 1.5 μg of protein was loaded for mouse BM, and plasma was measured at a final dilution of 1:500 for the human progranulin ELISA assay. Thirty to 500 ng of protein was used to measure transgene expression of progranulin in RAW264.7 cells. Animal cohort sizes and sample numbers for all analysis shown are listed in Table S2.

### Data and materials availability

Transcriptomic data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) database and are available through GEO: GSE201756. Additional data may be made available from AVROBIO, Inc., upon request with the appropriate material transfer agreement. All other data are available in the main or the supplemental information.

Additional methods and materials are included within the supplemental information.

How the deposited data were processed for this re-analysis (not part of the article)

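Single-cell RNA was measured in 8 libraries of 4 treated mice, with GFP+ and GFP- cells of each mouse in separate libraries, and in 4 libraries of treatment-naive cells (neurons, astrocytes, microglia and PBMCs, 1 library each). The authors made the deposited count tables with Cell Ranger, per the file headers, and the values are whole numbers of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The treatment-naive tables do not list the EGFP transgene, so EGFP was compared between the GFP+ and GFP- sorts only. Gene positions were taken by Ensembl identifier from a GENCODE annotation of GRCm38.

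Barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept. Library was the unit of replication throughout, and cells were not counted as replicates. Shares of cells with a transcript were computed after 500 UMIs had been drawn from every cell without replacement, and again at 1000 UMIs and at the cells' own depth. Shares of cells with at least 3 markers of a list were computed at the cells' own depth. The 95% intervals of shares are exact (Clopper-Pearson) and cover counting error only. A share of 0 is given with the limit that 3 cells would set.

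Counts were summed per library and normalized by TMM in edgeR 4.0.16 under R 4.3.3. Genes passed filterByExpr and were compared by quasi-likelihood F tests, which are two-sided, with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Adjusted p values in the text come from this test unless another is named. MLCs and endogenous microglia were compared between 4 and 4 libraries. Routes within MLCs, and female and male recipients within each sort, were compared between 2 and 2 libraries in fits to all 8, and the dependence of the sort difference on route and of the sex difference on GFP status was tested as an interaction. Genes are named in the text if the paper names them (26 genes), or if they were among the 5 largest changes in each direction among called genes with at least 20 CPM in the higher group and the same direction in every mouse or library. Each test was also tested on simulated data, with a 4-fold change put into 200 genes, and the tests of the interaction with route and with GFP status recovered 51.5% and 51.0% of these genes. Means of libraries were also compared by exact permutation of the libraries, two-sided.

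Cells of the treated libraries were normalized by SCTransform (sctransform 0.4.2) and clustered with the Louvain method on 30 principal components in Seurat 5.3.0 at a resolution of 0.2, without integration. Clusters were also built without sex-linked genes and EGFP, without MHC class II genes, and without the genes called between the sorts. A cluster was named only where at least 3 markers of a fixed list were raised at least 2-fold, at least 2 of them among its 10 leading genes, and no other list was as high. Lists were fixed for microglia, CNS-associated macrophages (CAMs), monocytes, neutrophils, T or NK cells, B cells, dendritic cells, erythroid cells, astrocytes, oligodendrocytes, oligodendrocyte precursors, neurons, endothelial cells and choroid plexus or ependymal cells. Nearest neighbors were sought with scanpy 1.11.5 and scikit-learn 1.9.0, and the measure was tested on simulated data with and without changed genes. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Random draws used a seed of 1.

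The comparisons, the alternatives and the rule for naming genes were set before the data were examined, apart from 3 alternatives chosen after the data were seen: leaving out the cells with the highest Scrublet scores, thinning every cell to 500 UMIs before summing, and drawing the summed counts down to the thinned totals. The alternatives set at the start were all deposited barcodes, a stricter filter (at least 500 genes and at most 5% mitochondrial UMIs), DESeq2 1.42.0 with its own size factors, no filter on low counts, cells outside clusters led by neutrophil or non-myeloid markers, upper-quartile normalization, the mouse as a block, recipient sex or route as a covariate, 1 sort or 1 route alone, each library left out in turn, and other measures of expression, numbers of neighbors, depths and resolutions.

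Scrublet called 20 of the 27439 kept cells doublets, 0.0729%, where a rate of 0.8% per 1000 deposited barcodes gives about 3.27%. Leaving out these calls was therefore not run, and the 897 cells with the highest scores were left out in its place. The gene lists printed in Fig. 5 were described gene by gene and not tested as sets, since they were read from a picture. Gene Ontology terms were not analysed here. Results for some genes and gene lists are not reported here.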

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

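The tests of free MHC RNA, of cells outside the myeloid lineage, of the origin of blood-type and of Xist-positive cells, and of nuclear RNA were chosen after the result was seen.

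Dixon's test for a library far from the 3 others of its sort was applied to 106 groups over 53 measures. It singled out 6 groups, where chance singles out about 1 in 20, or 5.3 of them. EGFP was at 0 CPM in the GFP- library of the i.v.-dosed female and at 0.118 to 0.132 in the other GFP- libraries, which is a matter of single UMIs. Kdm5d was at 21.2 CPM in the GFP+ library of the i.v.-dosed male and at 18.4 to 18.8 in the others. The share of GFP+ neighbors was 73.9% in the GFP+ library of the i.c.v.-dosed male and 85.7% to 86.8% in the others. No explanation, technical or biological, was tested for these 3.

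Sall3 was at 3.31 CPM in the GFP+ library of the i.v.-dosed female and at 0.117 to 0.199 CPM in the other GFP+ libraries, far from the others. A candidate explanation is a few recipient microglia in this sort, since 33.3% of the 33 cells whose neighbors were at most 20% GFP+ held Xist there.

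The median number of UMIs per cell was 3499 in the GFP+ library of the i.v.-dosed female and 1058 to 1307.5 in the other GFP+ libraries. A difference in depth between the sorts was weighed as a cause of the genes called between them. With every cell thinned to 500 UMIs, 1071 of these genes were shared with the thinned fit, so depth is not the whole cause. It stays open for a part of the calls, because drawing the summed counts down to the same totals kept 1902 of them.

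Cells with at least 5% Malat1 UMIs made up 81.4% of the GFP- library of the i.v.-dosed female and 52.6% to 56.6% of the other GFP- libraries. A candidate explanation is a larger share of nuclear RNA in these cells, which is technical if it comes from damage to the cells. In each of the 8 libraries, ribosomal protein genes held a larger share of UMIs in the other cells than in these, by a ratio of at least 2.52 and up to 3.90. The share of mitochondrial UMIs, which more nuclear RNA would lower if mitochondria were lost too, was not lower in these cells in 6 of 8 libraries, and was 3.41% against 2.71% in the library named first, so the explanation stays open. No biological explanation was tested.

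The difference between MLCs and endogenous microglia depended on route for 240 genes, 226 of them with a larger value after i.v. dosing and 14 with a smaller one. Among them were Cd74, H2-Aa, H2-Ab1 and H2-Eb1, with log2 fold changes of 4.39, 4.47, 4.47 and 4.54 for the interaction (adjusted p = 0.0245, 0.0396, 0.0391 and 0.0412), and with the stricter cell filter the last 3 did not pass (adjusted p from 0.0560 to 0.0585). Cells that held at least 2 UMIs of monocyte or dendritic cell markers do not explain the whole MHC difference. MLCs without them still had 6.05 times more MHC UMIs after i.v. dosing. These marker cells made up 15.6% and 11.5% of the i.v. libraries and held 69.6% and 75.8% of their MHC UMIs. Leaving them out removed 64.0% of the difference. The marker cells of the i.v.-dosed female and male had medians of 9037 and 11946 UMIs, against 2500 and 1131 in the other cells. Shallower cells of the same types may thus remain among the others, and how much they add stays open. A single mouse does not explain the MHC difference, since the lower i.v. library lay 8.16 times above the higher i.c.v. library. Free RNA spread over all cells does not explain it, because at least 43.4% of i.v. GFP+ cells held 0 MHC UMIs, where Poisson counting at the mean of that library gives 0.201%. The paper reports engraftment in blood and bone marrow after i.v. dosing but not after i.c.v. dosing alone. The number of GFP+ blood cells in the sort could therefore differ by route. The MHC difference may be biological and go with the route, but each route was represented by 2 mice. Whether it lies within MLCs or comes from such blood cells stays open.

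The difference between female and male recipients depended on GFP status for 3 genes, the Y-linked Ddx3y, Kdm5d and Uty. The paper states male donors for these mice, and 50.0% of the GFP+ cells of female recipients held Y-linked UMIs at the cells' own depth. No technical explanation was tested.

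Cells with at least 20 UMIs of neutrophil markers made up 0.419% and 1.10% of the GFP+ libraries of the i.v.-dosed female and male, and 0 cells of either i.c.v. GFP+ library, a population that the paper does not discuss by route. GFP+ minus GFP-, their share differed by 0.680 points after i.v. dosing and by -0.376 points after i.c.v. dosing, in opposite directions in every mouse. Cells with at least 3 UMIs of Ly6c2, Ccr2 or Plac8 likewise differed by 7.43 points and by -0.515 points. These 2 differences between the routes were not tested. A candidate explanation is donor origin of such cells in i.v.-dosed mice and another origin in i.c.v.-dosed mice. Of the monocyte-transcript cells among GFP- cells of the i.c.v.-dosed female, 86.8% (33 of 38) held Xist and 0 held Y-linked UMIs, whereas of the 310 among GFP+ cells of the i.v.-dosed female 0.968% held Xist and 70.6% held Y-linked UMIs. Of the 348 called genes, 320 were shared with the fit without the 238 cells of clusters led by neutrophil or non-myeloid markers. Those clusters alone are thus not the cause of most route differences. S100a9 and S100a8 still passed in that fit, so neutrophil RNA was not fully removed. The fit kept monocyte-like cells, so it cannot decide whether blood cells as a whole are the cause.

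Xist, which male cells should lack, was found in 0.307% of the GFP- cells of the i.v.-dosed male and in 2.01% of those of the i.c.v.-dosed male, against 0 cells in the GFP+ libraries of the same mice. Barcodes from the female libraries do not explain this. Of the barcodes with at least 3 Xist or Tsix UMIs, 0 were shared with Xist-positive cells of the female libraries. Free RNA from female cells was not tested by this, because it would carry the barcode of the cell it was captured with. The cells with at least 3 Xist or Tsix UMIs numbered 108 in the i.c.v.-dosed and 16 in the i.v.-dosed male. They held 0.495 and 0.123 Y-linked UMIs per 10000 UMIs, where cells without Xist held 3.17 and 3.66. The cells with Xist may be of female origin. The paper states that all mice later received non-transduced bone marrow, and whether these cells came from it was not tested.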

How the results depend on the processing

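The alternatives that thinned every cell, drew down the summed counts or left out the highest Scrublet scores were chosen after the data were seen, and no other test in this part was chosen after the result was seen. Of 931 alternative values for single genes, 833 kept their direction and their side of the threshold, 41 became weaker, 37 became stronger, 4 reversed and 16 moved. Of 130 alternatives for counts and other values, 96 stayed within 1.5 times or 1 SD and 34 moved. Leaving out called doublets was not run, and with the highest Scrublet scores left out the 6 counts were 3697, 337, 4, 0, 237 and 3, in the order below.

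The 3820 genes called between MLCs and endogenous microglia became 1266 with every cell thinned to 500 UMIs (44.3% of them higher in MLCs, 1071 shared) and 2025 with summed counts drawn down (1902 shared), so the depth of the data limits this count. In the i.c.v.-dosed mice alone they became 1031 (27.4% higher in MLCs against 51.1%, 828 shared), and in the i.v.-dosed mice alone 3254 (54.5% higher). They ranged from 2177 (without the GFP- library of the i.v.-dosed male) to 3791 across the 8 fits that each left out 1 library. Upper-quartile normalization gave 3690 genes (45.9% higher) and DESeq2 gave 3960.

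The 348 genes called between routes in MLCs became 679 without a filter on low counts, 80 thinned and 159 drawn down. The 4 genes called between female and male recipients in endogenous microglia became 10 without the filter and 7 with DESeq2. In MLCs, where 0 genes were called, 1 gene was called with the stricter cell filter, 6 without the filter on low counts and 3 with DESeq2. The 240 genes whose sort difference depended on route became 142 with the stricter cell filter, 698 without the filter on low counts, 71 thinned, 126 drawn down, 568 with DESeq2 and 678 with the mouse as a block. The 3 genes whose sex difference depended on GFP status became 6 without the filter, 6 with DESeq2 and 0 with the mouse as a block. Thinning and drawing down leave fewer UMIs by construction, and for the other changes the cause was not tested.

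With the mouse as a block, 3217 genes were called between the sorts (2940 shared), Lyz2 did not pass and Xist did, and the block changed no other call of a named gene between the sorts. The GFP+ and GFP- libraries of a mouse did not resemble each other more than those of other mice, with correlations of residual expression of 0.31, -0.40, -0.40 and 0.0028 over 5929 genes.

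The log2 fold changes between MLCs and endogenous microglia reversed in the i.c.v.-dosed mice alone for Cd74 (-1.20), H2-Aa (-1.37), H2-Eb1 (-1.47) and H2-Ab1 (-1.32), without passing, and the cause was not tested.

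The adjusted R2 between MLCs and endogenous microglia moved to 0.9619 with log2(CPM + 1), and that between routes ranged from 0.8977 (without the GFP+ library of the i.v.-dosed male) to 0.964 (without that of the i.v.-dosed female) when 1 library was left out. The gap in similarity moved from 0.412 to 0.252 with a minimum of 1 CPM. The number of clusters moved to 17 at a resolution of 0.4, and the share of cells in clusters of their own sort moved from 87.25% to 65.0% without the called genes. The cause of these was not tested, apart from the resolution, which sets the number of clusters.

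The ratio of MHC class II CPM between routes ranged from 8.34 (without the GFP+ library of the i.c.v.-dosed female) to 35.0 (without that of the i.c.v.-dosed male). The difference in MHC class II-high cells moved from 24.4 points to 31.4 at 1000 UMIs and 31.5 unthinned. Xist in GFP- cells of female recipients moved from 66.8% to 81.9% at 1000 UMIs. Y-linked UMIs in MLCs of female recipients moved from 16.8% to 21.6% at 1000 UMIs and 49.96% unthinned, and EGFP in MLCs from 1.13% to 2.57% and 7.59%. At 1000 UMIs, cells with fewer UMIs were left out, so the set of cells changed as well as the depth, and the cause was not tested.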

Differences from the paper's values

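No test in this part was chosen after the result was seen, apart from the alternatives that thinned every cell to 500 UMIs or drew down the summed counts. No value that the paper states for a measure computed here lay more than 1.5 times away. Among the alternatives set before the data were examined, those in the next sentences reached the paper's values. With all deposited barcodes, the adjusted R2 between MLCs and endogenous microglia was 0.9071, the paper's value, against 0.8996 with the cell filter. With log-normalization and 2000 variable genes, clustering gave 8 clusters, the paper's number, against 11 with SCTransform.

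The paper's statements on homeostatic, CAM and activation genes are made for clusters, whereas the values given here compare whole sorts. The paper lists Ctsc3 as enriched in clusters of mostly GFP- cells. The files list no gene of this name, and reading it as Cst3 is an assumption made here. Cst3 had a negative log2 fold change that did not pass (adjusted p = 0.0779). It passed with DESeq2, in the i.v.-dosed mice alone, without the GFP- library of the i.c.v.-dosed female and, chosen after seeing the values, with every cell thinned to 500 UMIs.

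The paper lists Stab1 and Fyb among the genes enriched in clusters of mostly GFP+ cells. Both were higher in 4 of 4 mice and did not pass (adjusted p = 0.0547 and 0.0929). Both passed with DESeq2 and, chosen after seeing the values, with every cell thinned to 500 UMIs, and Stab1 also without the GFP+ library of the i.v.-dosed female or the GFP- library of the i.c.v.-dosed female.

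The paper lists Cd74, H2-Aa, H2-Eb1 and H2-Ab1 as more strongly expressed in a cluster of mostly GFP+ cells. Between the sorts, they were higher in 2 of 4 mice and did not pass, with adjusted p from 0.120 to 0.151. They passed in the i.v.-dosed mice alone and without the GFP+ library of the i.c.v.-dosed female.

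The paper names Xist and Tsix as driving the separation of endogenous microglia by the sex of the recipient. In the clustering with all variable genes, these genes led cluster 3, where 3739 of 4106 cells were GFP- cells of female recipients. A separation by sex like that of the paper was thus found among the clusters. On counts summed per library, the log2 fold changes of Xist and Tsix were 5.46 and 6.30, with an adjusted p of 0.662 for both. Both passed without a filter on low counts, with DESeq2 and, chosen after seeing the values, with every cell thinned to 500 UMIs, and Tsix also with summed counts drawn down, likewise chosen after seeing the values.

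The paper describes its smallest clusters as glia. Of the clusters of fewer than 200 cells found here, 1 carried markers of oligodendrocytes and astrocytes (161 cells), 1 was neutrophil-like (77 cells) and 1 carried too few markers for a name (62 cells).

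The paper states that MLCs express the invading-macrophage genes at a low level and the homeostatic genes at a higher one. Of the 16 invading-macrophage genes of Fig. 5B, 15 were higher in MLCs than in endogenous microglia, 4 of them only in the i.v.-dosed mice, and of the 7 homeostatic genes 6 were lower. The paper shows these signatures per cell and per cluster, whereas the values here are medians of summed counts over genes. A median over 16 genes and one over 7 other genes also reflect how abundant each gene is. Within MLCs of both routes together, the median was 73.3 CPM for the invading-macrophage genes and 60.8 CPM for the homeostatic genes. This order held in both i.v. GFP+ libraries. It was reversed in both i.c.v. GFP+ libraries, where the homeostatic median was the higher one, the direction that the paper states.

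The paper describes a sample sorted as neurons. In this library 96.2% of the kept cells (575 of 2500 barcodes) held at least 3 oligodendrocyte markers and 0.522% held at least 3 neuron markers.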

Other observations

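The tests of Xist in cells with neighbors of the other sort and in cells with few Malat1 UMIs were chosen after the result was seen, and the other tests of explanations in this part were set before.

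Of the 35 ways to part the 8 libraries into 4 and 4, the split by GFP status gave the most called genes, and the next gave 4. Splits by sex and by route gave 0 each. The other splits leave the difference between the sorts in their estimate of the spread, which lowers their counts. How many genes chance alone would give is therefore not settled by these splits.

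GFP- libraries held cells whose neighbors were at least 80% GFP+ cells. In the i.v.-dosed female, 48.7% of them held Xist at 500 UMIs, against 83.4% of the cells with at most 20% GFP+ neighbors, and 1.32% against 0.118% held Y-linked UMIs. Untransduced donor-derived cells may thus be among them. In the i.c.v.-dosed female the shares with Xist were 54.9% and 55.1%, and 81.4% and 59.4% at the cells' own depth, so cells of male donors are not their main source. Y-linked UMIs were held by 1.97% against 0.305%, so a few cells of male donors may be among them. Cells of female donors are not excluded by Xist.

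GFP+ libraries held a few cells whose neighbors were at most 20% GFP+ cells. In the i.v.-dosed female 33.3% of them held Xist, against 0.752% of the cells with at least 80% GFP+ neighbors, so recipient microglia may be among them. In the i.c.v.-dosed female 3.57% of 56 such cells held Xist, and 23.2% held Y-linked UMIs against 20.7%, so recipient microglia are not their main source. Free RNA from recipient cells does not explain Xist in these 2 libraries, since 86.8% of the Xist-positive cells (79 of 91) held at least 2 Xist UMIs at their own depth.

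The library sorted as neurons may consist mainly of oligodendrocytes, with 96.2% of its kept cells holding at least 3 oligodendrocyte markers. The cell filter kept 575 of its 2500 barcodes, and 1826 were over the limit of 10% mitochondrial UMIs, so this covers the kept cells only. Oligodendrocyte markers summed to 56968.8 CPM and neuron markers to 106.3 CPM. No other explanation was tested.

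The Xist share of GFP- cells was lower in the i.c.v.-dosed than in the i.v.-dosed female. A candidate explanation is that more of its cells held few UMIs of the nuclear RNA Malat1, since among cells with at least 5% Malat1 UMIs the shares were 85.4% and 87.4%, and among the other cells 24.0% and 32.8%.

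The 321 genes higher after i.v. dosing were compared with 2 clusters. These were the neutrophil-like cluster of 77 cells and the cluster of 406 cells with monocyte, dendritic cell and T or NK cell markers. At least 4-fold enrichment in either was found for 127 genes (39.6%, against 2.19% of all tested genes), and not for 194. Monocyte-transcript cells outside these clusters counted as background, so such cells are not excluded as a source of the 194.

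By the fixed lists, cells with at least 3 markers made up 51.1% to 69.2% (microglia) of the GFP+ libraries and 89.8% to 94.4% of the GFP- libraries. In the treated libraries, monocytes made up 0% to 1.29%, neutrophils 0% to 1.10%, T or NK cells 0% to 0.150%, B cells 0% to 0.0441%, dendritic cells 0% to 2.78%, neurons 0% to 0.0245%, endothelial cells 0.0299% to 0.0883% and choroid plexus or ependymal cells 0% to 0.0598%. Erythroid cells and oligodendrocyte precursors were at 0 in each.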
